# Chemotherapy-induced complement signaling modulates immunosuppression and metastatic relapse in breast cancer

**DOI:** 10.1038/s41467-022-33598-x

**Published:** 2022-10-02

**Authors:** Lea Monteran, Nour Ershaid, Hila Doron, Yael Zait, Ye’ela Scharff, Shahar Ben-Yosef, Camila Avivi, Iris Barshack, Amir Sonnenblick, Neta Erez

**Keywords:** Cancer microenvironment, Breast cancer, Metastasis, Drug safety

## Abstract

Mortality from breast cancer is almost exclusively a result of tumor metastasis and resistance to therapy and therefore understanding the underlying mechanisms is an urgent challenge. Chemotherapy, routinely used to treat breast cancer, induces extensive tissue damage, eliciting an inflammatory response that may hinder efficacy and promote metastatic relapse. Here we show that systemic treatment with doxorubicin, but not cisplatin, following resection of a triple-negative breast tumor induces the expression of complement factors in lung fibroblasts and modulates an immunosuppressive metastatic niche that supports lung metastasis. Complement signaling derived from cancer-associated fibroblasts (CAFs) mediates the recruitment of myeloid-derived suppressor cells (MDSCs) to the metastatic niche, thus promoting T cell dysfunction. Pharmacological targeting of complement signaling in combination with chemotherapy alleviates immune dysregulation and attenuates lung metastasis. Our findings suggest that combining cytotoxic treatment with blockade of complement signaling in triple-negative breast cancer patients may attenuate the adverse effects of chemotherapy, thus offering a promising approach for clinical use.

## Abstract (web summary)

Accumulating evidence suggest that chemotherapy could paradoxically promote cancer metastasis. Here the authors report that, in preclinical breast cancer models, adjuvant treatment with doxorubicin induces the formation of an immunosuppressive metastatic niche that promotes relapse but that can be reverted with pharmacological blockade of complement signaling.

## Introduction

Mortality from breast cancer is almost exclusively a result of tumor metastasis. Lungs are one of the most common sites of breast cancer metastasis, conferring a median survival of less than 2 years after diagnosis, thus posing a major clinical challenge^1^. Triple-negative breast cancer (TNBC) is the most aggressive subtype of breast cancer^2^. TNBC is defined by the lack of expression of hormonal receptors and absence of HER2 overexpression, and thus its management relies mostly on chemotherapeutic agents. Anthracycline-taxane-based chemotherapy is currently the standard of care treatment option for most breast cancer types. However, improvement of TNBC treatment regimens is still an urgent need.

The main purpose of cytotoxic treatment following surgery (adjuvant treatment) is to control micrometastatic disease and reduce recurrence rate. Unfortunately, between 15 and 30% of women initially diagnosed with breast cancer will relapse with distant metastasis^3,4^. Accumulating evidence suggested that systemic changes induced by chemotherapy might paradoxically promote survival and growth of disseminated cancer cells at distant organs^5–8^, thus abating the beneficial effects of chemotherapy. These pro-tumorigenic adverse effects are largely due to the induction of tissue damage and tumor-promoting inflammation.

The metastatic microenvironment is a crucial facilitator of seeding and growth of disseminated tumor cells^9^. Moreover, the crosstalk between stromal and immune cells at the metastatic niche contributes to the formation of an immunosuppressive microenvironment that modulates the therapeutic response of metastatic disease^6,10–12^.

Cancer-associated fibroblasts (CAFs) are a heterogeneous population of stromal cells shown to play a central role as mediators of tumor growth and metastasis^13–15^. Moreover, the crosstalk of CAFs with immune cells was shown to modulate tumor-associated immune responses^16–19^. We and others have previously demonstrated the functions of CAFs in modulating the immune microenvironment in mouse and human carcinomas^14,20–24^. Specifically, CAFs were implicated in including pro-inflammatory changes that foster a hospitable niche for breast cancer pulmonary metastasis^25–27^. However, very little is known about the role of fibroblasts as mediators of chemotherapy-induced host response at the metastatic niche.

The complement system is a central component of innate immunity comprising an extensive network of plasma and membrane-bound proteins, cofactors, and receptors. Inappropriate complement activation is associated with a variety of pathological conditions, including autoimmune disorders, neurodegenerative diseases, and cancer^28^. Complement activation induces the production of the highly potent anaphylatoxins C3a and C5a, which have profound effects on immunity^29^ and on tumor-promoting inflammation^30,31^. Fibroblasts were recently implicated in complement production that enhances inflammation^32–34^. However, the role of CAFs and complement signaling in modulating response to chemotherapy is largely unknown.

In this study, we set out to characterize chemotherapy-induced alterations in the metastatic lung microenvironment. We find that adjuvant treatment with doxorubicin in two murine models of TNBC induces the formation of an immunosuppressive metastatic niche and is ineffective in hindering pulmonary metastasis. Systemic chemotherapy treatment following resection of the primary tumor upregulates the expression of complement components in lung fibroblasts, leading to the recruitment of myeloid-derived suppressor cells (MDSCs) that promote T cell dysfunction. Functionally, we show that pharmacological blockade of complement signaling in combination with chemotherapy reverses chemotherapy-induced immunosuppressive modulation and attenuates metastatic relapse, thus offering a promising approach for clinical use.

## Results

### Cytotoxic treatment alters the stromal and immune landscapes and enhances lung metastatic colonization

We previously demonstrated that CAFs function as sensors of tissue damage during breast cancer progression and metastasis^21^. We, therefore, hypothesized that fibroblasts may also function as sentinels of tissue damage caused by cytotoxic treatment.

To investigate the direct effect of chemotherapy-induced tissue damage on lung fibroblasts, we treated normal mice with systemic chemotherapy in a tumor free setting (Fig. 1a). We used doxorubicin, an anthracycline-based chemotherapy, commonly applied as first line chemotherapy of breast cancer^35^, and cisplatin, a platinum-based chemotherapy, which is frequently incorporated into treatment regimens for TNBC and metastatic breast cancer^36^. Following treatment, we isolated lung fibroblasts (CD45^-^CD31^-^EpCAM^-^PDGFRα^+^) and analyzed changes in their gene expression. Analysis revealed that lung fibroblasts upregulated a pro-inflammatory gene signature upon systemic treatment with either doxorubicin or cisplatin (Fig. 1b). In addition to their role in promoting inflammation, ECM modulation is a central feature of CAFs. We, therefore, analyzed the expression of genes related to ECM modulation following systemic chemotherapy. Interestingly, while inflammatory genes were upregulated by both cytotoxic treatments, the expression of a fibrosis-related gene signature was downregulated in lung fibroblasts following treatment with doxorubicin (Fig. 1b). Furthermore, cell migration and contractility of lung fibroblasts were significantly decreased following cytotoxic treatment with both drugs (Supplementary Fig. 1a–d), suggesting that chemotherapy-induced tissue damage promotes functional differentiation of lung fibroblasts towards a pro-inflammatory phenotype.

**Fig. 1:**
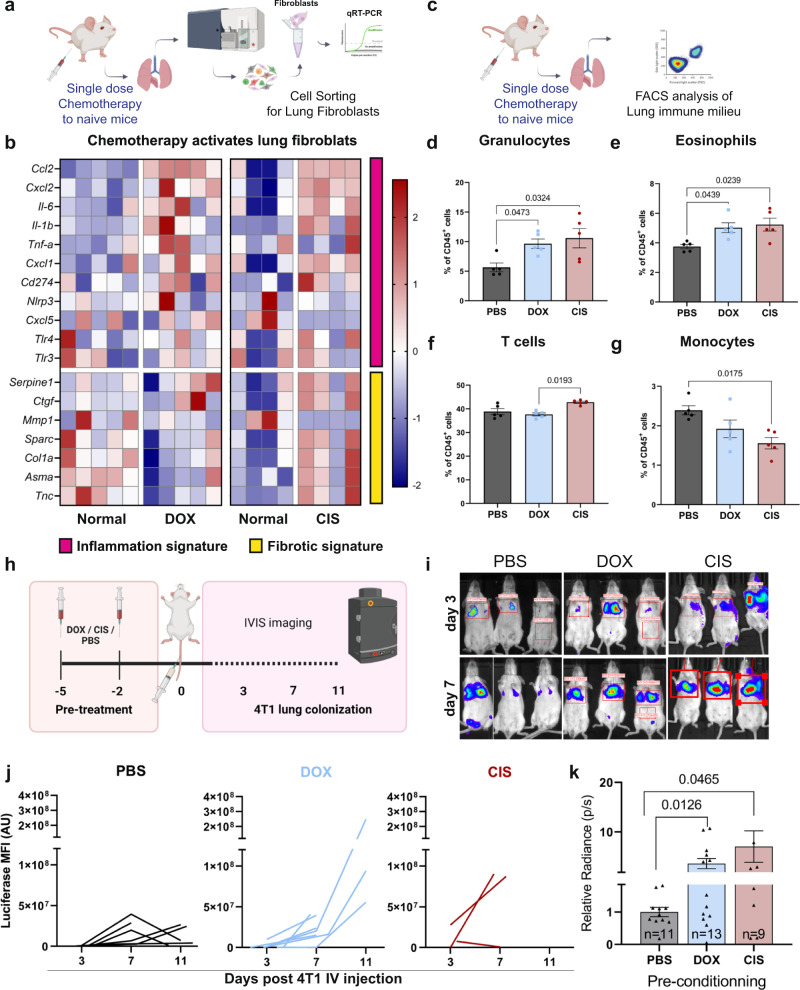
Cytotoxic treatments induce alterations in the stromal and immune landscapes and enhance breast cancer cell colonization in lungs. **a** Gene expression analysis of sorted lung fibroblast (PDGFRα^+^) following chemotherapy. One dose of doxorubicin (DOX, 5 mg/kg), cisplatin (CIS, 5 mg/kg), or saline (PBS) was administered to naive BALB/c mice by intraperitoneal (i.p) injection. *n* = 5 (Dox), *n* = 4 (CIS). **b** Heatmap of inflammatory and fibrosis-related gene expression. **c** Flow cytometry analysis of major immune cell populations at lungs following one dose treatment with chemotherapy. Flow cytometry analysis of: **d** granulocytes (Ly6G^+^Ly6C^int^), **e** eosinophils (Ly6G^-^SiglecF^+^), **f** T cells (CD3^+^), **g** monocytes (Ly6G^-^Ly6C^+^). *n* = 5 mice per group. Data presented are mean percentage of CD45^+^ cells ± s.e.m; *P*-values were calculated using one-way ANOVA test. **h** Lung colonization assay. Naive BALB/c mice were pre-treated with two injections of chemotherapy or PBS as control, and 48 h later 2*10^5^ 4T1-*luciferase* cells (4T1-luc) were injected intravenously (IV) and early lung colonization was monitored using IVIS imaging. **i** Representative IVIS imaging, 3 and 7 days post-inoculation. **j** Kinetics of 4T1 lung metastatic growth represented by luciferase bioluminescence intensity following 4T1-luc IV injection. **k** Quantitative analysis of data shown in (**i**, **j**) at day 7. *n* = 11, 13, and 9 in PBS, DOX, and CIS groups, respectively. Data from two independent experiments are presented as mean ± s.e.m, normalized to PBS group; *P*-values were calculated using one-tailed Welch’s t-test. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

Since many of the genes that were upregulated in lung fibroblasts were potent chemoattractants of myeloid cells such as CXCL1, CXCL2, CXCL5 and CCL2, we next assessed the effect of chemotherapy-induced host response on changes in the lung immune milieu (Fig. 1c). Analysis of the results indicated remodeling of the lung immune microenvironment of mice following cytotoxic treatment (Supplementary Fig. 1e). Specifically, analysis revealed a significant increase in granulocytes (CD11b^+^Ly6C^int^Ly6G^+^) and eosinophils (CD11b^+^CD11c^−^Ly6G^−^SiglecF^+^) following administration of either doxorubicin or cisplatin (Fig. 1d, e), while T cells (CD3^+^) were only increased in lungs of cisplatin-treated mice (Fig. 1f). Interestingly, both drugs led to a decrease in the monocytic population (CD11b^+^Ly6C^+^Ly6G^-^) (Fig. 1g).

We next asked whether this host response to systemic chemotherapy affects breast cancer cell seeding and growth in lungs. To that end, mice were treated with systemic chemotherapy, followed by intravenous injection with TNBC cells expressing a luciferase reporter gene (4T1-luc) (Fig. 1h). Markedly, cancer cell colonization in mice treated with doxorubicin or with cisplatin was significantly enhanced compared to control mice (Fig. 1i–k). These findings suggest that systemic chemotherapy treatment directly induces changes in the lung microenvironment, even in the absence of a primary tumor, which may paradoxically facilitate metastatic colonization of breast cancer cells by creating a hospitable niche.

### Adjuvant doxorubicin treatment is ineffective in curbing lung metastasis and drives an immunosuppressive niche in lungs

Intrigued by these findings, we set out to investigate chemotherapy-induced host response in a clinically relevant setting of spontaneous pulmonary metastases, following surgical resection of a primary TNBC tumor. Mice were orthotopically injected with 4T1 breast cancer cells. Following tumor resection, mice were treated with two cycles of doxorubicin or cisplatin, recapitulating the standard of care for breast cancer patients (Fig. 2a). Lung metastatic load was assessed intravitally by CT imaging, followed by H&E staining of lung tissue sections (Fig. 2b). Surprisingly, analysis of the results revealed that doxorubicin was ineffective in reducing metastatic load or incidence, while cisplatin at the same setting significantly hindered both the metastatic load and incidence compared to either control or doxorubicin (Fig. 2c–e). Of note, doxorubicin and cisplatin were equally effective in killing 4T1 cancer cells in vitro (Supplementary Fig. 1f, g), implying that differences in host responses to distinct cytotoxic agents might affect the overall reaction to chemotherapeutic treatment and determine the metastatic outcome. To ensure that our findings are not model-specific, we performed similar experiments in an additional mouse model of transplantable TNBC, using the EO771 cell line^37^. Mice were treated with chemotherapy in adjuvant setting, following primary tumor resection (Fig. 2f). Interestingly, analysis of lung metastasis revealed that similarly to the 4T1 model, doxorubicin was inefficient in attenuating pulmonary metastasis as compared to cisplatin therapy (Fig. 2g, h). These findings prompted us to further study the mechanisms underlying the paradoxical effects of doxorubicin therapy on host microenvironment that potentially promote chemoresistance.

**Fig. 2:**
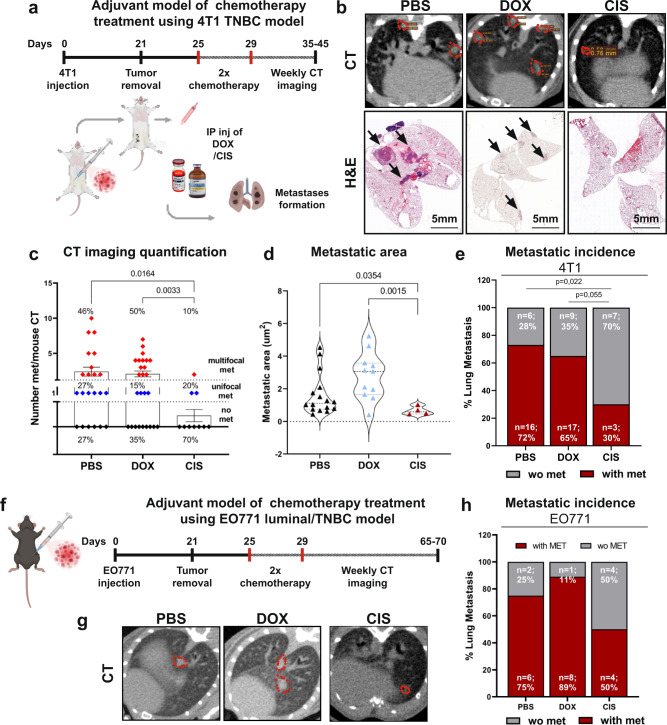
Adjuvant doxorubicin is ineffective in restricting lung metastasis of breast cancer. **a** Murine model of TNBC combined with adjuvant chemotherapy. 4T1 cells were orthotopically injected into the mammary fat pad of BALB/c mice. 3 weeks post-inoculation primary tumors were resected, and mice received two cycles of adjuvant doxorubicin (5 mg/kg), cisplatin (5 mg/kg), or PBS as control by i.p. injection. Spontaneous lung metastases were monitored intravitally by CT imaging. **b** Representative images of CT-scans and H&E staining of lungs at late-metastatic stages. Metastases are circled in red or indicated by black arrows in CT scans and H&E slides, respectively. Scale bars, 5 mm. **c** Quantification of number of lung metastatic foci identified by CT imaging. Data presented as mean ± s.e.m. Percentage refers to distribution among subgroups (multifocal met, unifocal met, or no met); *P*-values were calculated using Brown–Forsythe ANOVA multiple comparison test. *n* = 22, 26, and 10 mice in control, doxorubicin, and cisplatin, respectively. **d** Quantification of total metastatic area in lung CT images. Data presented as mean; *P*-values were calculated using one-way ANOVA test. *n* = 9 mice per group were analyzed, graph presents metastatic areas from metastatic bearing mice only. **e** Metastatic incidence in the 4T1 model, analyzed by CT imaging and H&E staining. P-values were calculated using two-sided Chi square test. *n* = 22, 26, and 10 mice in control, doxorubicin, and cisplatin, respectively. **f** EO771 model of TNBC combined with adjuvant chemotherapy. EO771 cells were orthotopically injected into the mammary fat pad of C57BL/6 mice. Primary tumors were resected, and mice received adjuvant chemotherapy as described above. Spontaneous lung metastases were monitored intravitally by CT imaging. **g** Representative images of CT scans. **h** Metastatic incidence in the EO771 model. *n* = 8, 9, and 8 mice in control, doxorubicin, and cisplatin, respectively. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

Modifications of the lung metastatic niche were shown to precede the formation of metastases^27,38,39^. We, therefore, hypothesized that the observed discrepancy in metastatic recurrence in mice treated with doxorubicin compared with cisplatin and control mice is associated with alterations in the immune microenvironment. Utilizing the adjuvant treatment experimental platform, we analyzed lungs of mice 24 h following the final dose of chemotherapy (Fig. 3a). Strikingly, while almost none of the cisplatin- or vehicle-treated mice presented with lung macro-metastases at this early metastatic stage (6 and 7% respectively), doxorubicin-treated mice developed significantly more early macro-metastases (32%, Fig. 3b). These results further suggest that doxorubicin might have adverse effects on lung metastasis. However, at later stages, the metastatic load of dox-treated mice was comparable to no treatment (Fig. 2e, h). This discrepancy may be explained by the fact that the overall effect of chemotherapy is the sum of its beneficial effects (killing of cancer cells) and its deleterious adverse effects, including the induction of tissue damage and inflammation. Our findings suggest that at early stages, the tissue damage and tumor-promoting inflammation induced by doxorubicin counteract the anti-cancer effects and allow for more metastases formation compared with control, while at later stages, the balance of these two contradicting effects resulted in no therapeutic benefit.

**Fig. 3:**
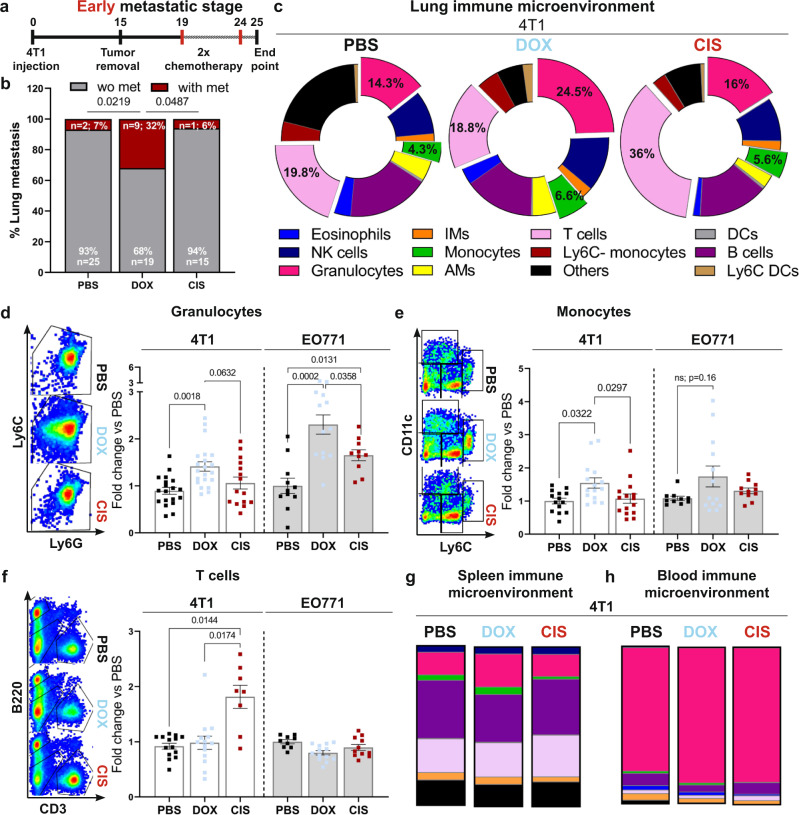
Doxorubicin treatment disrupts the immune milieu in the lung metastatic niche. **a** Adjuvant treatment in early-stage metastatic breast cancer models used in (**b**–**h**). Following tumor removal (2w post-inoculation), mice received two cycles of chemotherapy, or PBS as control. **b** Incidence of lung macro-metastases at early stages; *n* = 27, 28, and 16 mice in control, doxorubicin, and cisplatin, respectively. *P*-values were calculated using two-sided Chi square test. **c**–**f** Immune landscape of lungs at early metastatic stages, analyzed by flow cytometry. **c** Proportions of various immune cell populations in lungs. Representative plots and quantification of most-altered populations from 4T1 and EO771 models: **d** Granulocytes; **e** Monocytes, and **f** T cells. *n* = 21, 15, and 19 mice in control, doxorubicin, and cisplatin, respectively in the 4T1 model, and *n* = 11, 13 and 10 mice in control, doxorubicin, and cisplatin, respectively in the EO771 model. Data present three independent experiments. Immune landscapes of spleen and blood. Colors in (**g**) and (**h**) depict immune cell populations labeled as in (**c**). In **d**–**f**, data are presented as mean percentage out of CD45^+^ cells, normalized to PBS group from each model. Error bars represent s.e.m; P-values were calculated using Kruskal–Wallis test for multiple comparisons. Source data are provided as a Source Data file.

We next analyzed the immune composition of lungs (Supplementary Fig. 2a, b) following chemotherapy treatment at early metastatic stage in both mouse models: 4T1 (Fig. 3c–f; Supplementary Fig. 2c–i) and EO771 (Fig. 3d–f; Supplementary Fig. 3). We found significant differences in the lung immune composition between the treatments. Specifically, in both models, lungs of doxorubicin-treated mice were highly infiltrated by granulocytes and monocytes, compared with cisplatin-treated mice or control mice (Fig. 3d, e). Of note, lung metastasis is associated with disequilibrium of the immune microenvironment even without cytotoxic treatment (Supplementary Fig. 4a–j). However, doxorubicin treatment but not cisplatin further amplified the infiltration of granulocytes and monocytes.

Analysis of T cell infiltration revealed that treatment with cisplatin, but not with doxorubicin enhanced T cell recruitment to lungs in the 4T1 model (Fig. 3f). T cell recruitment is often associated with favorable prognosis^40^, in agreement with our findings that cisplatin had an inhibitory effect on lung metastasis (Fig. 2b–h).

Interestingly, the effect of chemotherapy in lungs was also evident in the spleen of doxorubicin-treated mice, which exhibited increased infiltration of granulocytes and monocytes (Fig. 3g and Supplementary Fig. 4k–m), consistent with its role as a major reservoir of myeloid cells in cancer^41^. However, the changes in the lung immune milieu following cytotoxic treatment were not evident in peripheral blood, suggesting that these events are lung-specific (Fig. 3h, Supplementary Fig. 4n–p).

Since tissue damage and inflammation are often accompanied by ECM modifications^42^, we also analyzed collagen deposition in lungs of treated mice by Sirius Red staining. Interestingly, we found significantly elevated collagen deposition in lungs of mice treated with doxorubicin but not with cisplatin (Supplementary Fig. 4q–s). These findings are in agreement with recent studies showing a role for increased collagen deposition in mediating chemotherapy-induced pulmonary metastasis^43^.

In the clinic, doxorubicin treatment for TNBC is usually included in the “AC regimen” in combination with cyclophosphamide (CTX). To assess if the “AC regimen” induces similar adverse effects on host microenvironment, we treated mice with a combination of DOX + CTX following primary tumor resection (Supplementary Fig. 5a,h). Analysis of the immune milieu in treated mice revealed an increase in infiltration of granulocytes and monocytes into lungs, accompanied by increased T cells and decreased NK and B cells (Supplementary Fig. 5a–g). However, while some of these changes were significantly different from those induced by doxorubicin alone, there was no additional benefit of the AC regimen on metastatic load at end-stage, compared with doxorubicin alone, or with no treatment (Supplementary Fig 5h–j).

To get further insight on the mechanisms underlying the diminished chemotherapy efficacy, we focused our further analyses on the early changes in the lung metastatic niche following adjuvant doxorubicin treatment. Since doxorubicin enhanced recruitment of myeloid cells into lungs, we isolated infiltrated granulocytes and monocytes from lungs of doxorubicin-treated mice or control mice following primary tumor resection and analyzed their gene expression 24 h after the last treatment dose (Fig. 4a). The results indicated that both myeloid cell populations isolated from doxorubicin-treated mice upregulated the expression of an immunosuppression-related gene signature, typical of MDSCs (Fig. 4b, c). Upregulated genes included known MDSC markers such as PD1-L1, IL-6, IL-1β, IL-4Ra, and IL-10^44,45^. Analysis of a combined immunosuppressive score (comprised of genes depicted in heatmaps in Fig. 4b, c) further confirmed that doxorubicin treatment instigated the expression of MDSC gene signature in recruited myeloid cells (Fig. 4d). Interestingly, analysis of the immunosuppressive gene expression in cisplatin-treated mice, revealed a stark difference compared with doxorubicin-treated mice: while the expression of immunosuppressive genes in lung immune cells (CD45^+^ cells) was upregulated by doxorubicin, cisplatin-treated mice presented reduced expression of those genes when compared to control-mice, providing further mechanistic insights on the differences between doxorubicin and cisplatin (Supplementary Fig. 6a–c).

**Fig. 4:**
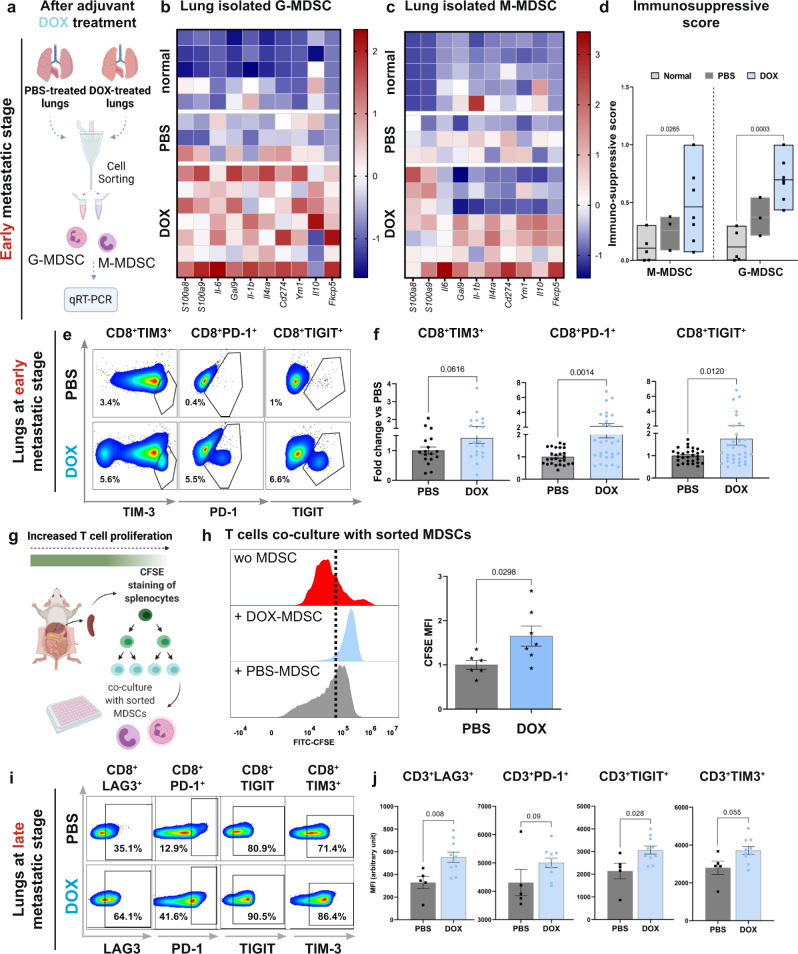
Doxorubicin treatment drives an immunosuppressive microenvironment in lungs. **a** Isolation of G-MDSCs and M-MDSCs from lungs of vehicle-treated mice (PBS-treated) or doxorubicin-treated mice (DOX-treated). **b**, **c** Heatmap of immunosuppression-related gene expression of G-MDSCs and M-MDSCs sorted from lungs at early metastatic stage. **d** Expression of immunosuppression-related genes were combined into an “immunosuppressive score”. Data is presented as min to max, line represents mean. *P*-values were calculated using two-way ANOVA test. **b**–**d** *n* = 7, 3, and 5 mice in doxorubicin, control, and normal, respectively. **e**, **f** Flow cytometry analysis of dysfunction markers in T cells isolated from lungs, 24 h following last treatment dose. **e** Representative flow cytometry plots of CD3^+^CD8^+^ T cells expressing dysfunction markers. **f** Quantification of changes in CD8^+^ T cells expressing dysfunction markers. *n* = 17 and 19 mice in PBS and doxorubicin, respectively. Data presented as mean percentage out of CD3^+^ cells, normalized to PBS group; *P*-values were calculated using Mann–Whitney test. **g** CFSE-based T cell proliferation assay following co-culture with MDSCs isolated from spleens of mice at early metastatic stages, 24 h following last treatment dose. **h** Representative histogram plot and quantification of CFSE intensity in stimulated splenocytes co-cultured with MDSCs (*n* = 6 and 7 mice in PBS and DOX, respectively). Splenocytes cultured w/o MDSCs served as controls. **i**, **j** Flow cytometry analysis of dysfunction markers expression in lung-derived CD3^+^CD8^+^ cytotoxic T cells at late metastatic stages. **i** Representative flow cytometry plots of cytotoxic T cells expressing dysfunction markers. **j** Quantification of mean fluorescent intensity (MFI) of specified dysfunction markers in cytotoxic T cells. *n* = 5, 10 mice in PBS and doxorubicin, respectively. Data presented as mean ± s.e.m.; *P*-values were calculated using Mann–Whitney test. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

One of the pathways by which MDSCs exert their pro-tumorigenic effects is by restricting T cell function^44,45^. Therefore, we assessed the expression of dysfunction markers on lung infiltrating T cells. Importantly, lungs of doxorubicin-treated mice had increased infiltration of T cells expressing exhaustion/dysfunction markers such as TIM-3, TIGIT, and PD-1 (Fig. 4e, f and Supplementary Fig. 6d). To functionally validate these findings, we analyzed the suppressive activity of MDSCs isolated from spleens of doxorubicin-treated mice or from control mice on T cell proliferation (Fig. 4g). Notably, MDSCs derived from doxorubicin-treated mice had greater capacity to inhibit T cell proliferation compared with controls (Fig. 4h). Thus, chemotherapy induces an immunosuppressive metastatic niche following systemic treatment, at early metastatic stages.

Considering that T cell dysfunction is exacerbated at advanced stages of tumorigenesis, we assessed whether doxorubicin-induced modulation of T cell functional state was maintained at later metastatic stages by analyzing T cells isolated from lungs of treated mice at end stage. As expected, we observed higher proportion of cytotoxic T cells expressing dysfunction markers in both control and doxorubicin-treated mice at end-stage (Fig. 4i, j), compared with T cells isolated from mice during early metastatic disease (Fig. 4e, f). Moreover, in agreement with our results in early metastatic stages, T cells in lungs of doxorubicin-treated mice with advanced metastasis displayed upregulated expression of dysfunction markers compared with control treated mice (Fig. 4i, j). This was also evident in EO771-injected mice at late metastatic stage (Supplementary Fig. 6e–g).

Taken together, these findings suggest that adjuvant treatment with doxorubicin promotes increased recruitment of MDSCs and enhances the formation of an immunosuppressive microenvironment in the lung metastatic niche.

### Complement system signaling is upregulated in lung fibroblasts following doxorubicin treatment

Since our initial observations indicated that fibroblasts respond to systemic chemotherapy by instigating pro-inflammatory signaling (Fig. 1), we hypothesized that some of the immune modifications observed following adjuvant chemotherapy are mediated by reprogrammed fibroblasts. To test this, we isolated fibroblasts in the lung metastatic niche, utilizing the resectable TNBC model followed by adjuvant doxorubicin treatment. Fibroblasts were isolated from lungs of mice treated with doxorubicin or control mice 24 h following the last treatment dose, and their inflammatory transcriptome was analyzed (Fig. 5a and Supplementary Fig. 6h). Indeed, we found that fibroblasts isolated from lungs of mice treated with doxorubicin were transcriptionally reprogrammed compared to control mice (Supplementary Fig. 6i, j), suggesting that lung fibroblasts may play a functional role in chemotherapy-induced host response. 

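Fibroblasts sorted from early-stage metastatic lungs were profiled by bulk RNA-seq in 9 mice, 4 given PBS and 5 given doxorubicin (DOX), an anthracycline that damages DNA. Doxorubicin was given as 2 doses of 5 mg/kg, and the lungs were taken 24 h after the last dose. Methods give the sorted gate as CD45-negative, EpCAM-negative, CD31-negative and PDGFRα-positive cells, whereas the sample labels leave out CD31. The labels name the control treatment both PBS and saline. Libraries were made by MARS-seq, which reads a tag near the 3′ end of each polyadenylated transcript and keeps its strand. The authors mapped the reads to mm10 with STAR and counted them per gene with HTSeq-count. Tool versions and the strand setting of the count are not given in the sources used here.

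The deposited values are normalized counts of 55302 gene symbols, of which 17428 were above 0 in at least 1 library. In every library 100% of the values were whole multiples of a single step, to a tolerance of 1e-06. The steps' reciprocals differed by at most 3.63e-09 percent from DESeq2's median-of-ratios size factors over the 2919 genes above 0 in all 9 libraries. A normalized count is therefore a read count divided by the size factor of its library. The recovered reads numbered 497637 to 734114 in the PBS libraries (median 599612.5) and 432322 to 1285816 in the DOX libraries (median 691945). At a normalized count of 10, counting error alone gave a coefficient of variation of 22.6% in DOX replicate 5, the deepest library, and 44.0% in DOX replicate 2, the shallowest. The ribosomal RNA gene CT010467.1 (chromosome 17 of mm10, 39846353 to 39848827) held 5.74 to 9.34% of the summed values in PBS and 7.91 to 35.3% in DOX, the last in DOX replicate 2. Groups were compared by limma with a mean-variance trend on log2(normalized count + 1), for the 2604 genes at 10 or more in at least 4 libraries, at a Benjamini-Hochberg adjusted p of 0.05. A fold change on this scale understates the change of low genes.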

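Genes of the antioxidant response were the only 1 of 18 gene lists to pass the test between lung fibroblasts of DOX-treated and control mice. All 8 tested genes of this list had a higher mean in DOX (limma's camera, adjusted p = 0.00349 over the lists; adjusted p = 0.316 with an estimated correlation). None of the 8 passed on its own, adjusted over all genes tested or adjusted over the list alone. With the strand setting of the count not given, these values may leave out most reads of the genes' own transcripts. Mt1, a metallothionein that binds metal ions, was at 452 ± 47.0 normalized counts (SD, n = 4 mice) in PBS and 727 ± 178 (SD, n = 5) in DOX, and every DOX library lay above every PBS library (log2 fold change 0.66, standard error 0.22, adjusted p = 0.659 from limma). Its neighbour Mt2 was at 377 ± 118 and 655 ± 290, Gpx3, a secreted glutathione peroxidase, at 241 ± 50.5 and 386 ± 117, and Sod1, the cytosolic superoxide dismutase, at 112 ± 60.7 and 196 ± 84.3. Without DOX replicate 2 the mean log2 fold change of the list was 0.40 in place of 0.52, with 7 of 8 genes higher. Its adjusted p was then 0.0558 from limma's camera and 0.0217 from fry (0.173 from fry with all libraries). By GSEA the list had a normalized enrichment score of 1.23 (adjusted permutation p = 0.483), which without PBS replicate 4 was -1.14 (adjusted permutation p = 0.402). Immediate early and heat shock genes, listed as a sign of sample quality, had a higher fitted mean in 14 of 17 and did not pass by camera (adjusted p = 0.447). By GSEA their score was 1.98 (adjusted permutation p = 0.0156) and 1.35 without PBS replicate 4 (adjusted permutation p = 0.230). With no filter 12 of 22 genes of the antioxidant list had a higher fitted mean in DOX, the mean log2 fold change was -0.11, and the list did not pass (camera, adjusted p = 0.853; 0.000712 to 0.853 over the alternatives).

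Cytokines and chemokines were measured thinly, with 3 of 28 listed genes high enough to test and 1 of the 3 with a higher fitted mean in DOX (limma's camera, adjusted p = 0.672). These were Cxcl1, a neutrophil attractant, at 66.9 ± 15.8 in PBS and 61.0 ± 23.9 in DOX, the monocyte attractant Ccl2 at 19.7 ± 10.1 and 10.8 ± 8.03, and Il6 at 8.28 ± 7.20 and 11.4 ± 10.5. The same 3 genes are the tested members of the inflammatory genes of Fig. 1b, with the same camera result. Fig. 1b shows naive mice after 1 dose, and the mice here had a resected tumor and 2 doses. The result of Fig. 1b was therefore not tested here. Cxcl2 was at 9.19 ± 10.5 and 2.24 ± 2.50, and Cxcl5 at 0 in all PBS libraries and 0.594 ± 0.904 in DOX, both too low to test. Among p53 targets, which DNA damage induces, 3 of 28 were tested and none passed (camera, adjusted p = 0.892). Cdkn1a, an inhibitor of the cell cycle, was at 32.6 ± 18.0 and 53.4 ± 12.6, and Gadd45a at 17.1 ± 10.6 and 7.58 ± 7.35. Of the interferon-stimulated genes 3 of 30 were tested (camera, adjusted p = 0.892), with Ifi27l2a at 7.13 ± 5.00 and 15.6 ± 5.40 and Irf7 at 51.7 ± 17.7 and 31.5 ± 10.6.

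Matrix genes were among the best measured, with 18 of 34 collagens and matrix proteins tested and 6 of the 18 with a higher fitted mean in DOX (camera, adjusted p = 0.653). Col1a1, a chain of type I collagen, was at 1795 ± 550 in PBS and 1400 ± 239 in DOX, and Fn1, fibronectin, at 16.4 ± 5.15 and 9.01 ± 6.77. The lowest PBS library for Col1a1 was PBS replicate 4, at 1027, where marker genes of granulocytes and epithelial cells were high. Without this library 4 of the 18 matrix genes had a higher fitted mean and the list was lower in DOX (camera, adjusted p = 0.0162; adjusted p = 0.136 with an estimated correlation), with Col1a1 at 1888 to 2333 in the PBS libraries and 1169 to 1785 in DOX. In the same setting the 3 tested epithelial markers were higher in DOX (camera, adjusted p = 0.00408; adjusted p = 0.136 with an estimated correlation; mean log2 fold change 2.11), and general and alveolar fibroblast markers were lower by GSEA (normalized enrichment scores -1.82 and -1.90, adjusted permutation p = 0.0496 each). The fibrosis genes of Fig. 1b, which shows naive mice after 1 dose, did not pass as a list here, with 3 of 7 tested (camera, adjusted p = 0.653). Among the general fibroblast markers 10 of 12 were tested and 4 had a higher fitted mean (camera, adjusted p = 0.892), including Gsn, which encodes the actin-severing protein gelsolin, at 486 ± 118 and 748 ± 203. The tested markers of alveolar fibroblasts (3 of 12, adjusted p = 0.653), among them Inmt at 112 ± 18.2 and 165 ± 54.3, and of adventitial fibroblasts (7 of 12, adjusted p = 0.892) did not pass by camera either. Of the circadian clock genes 5 of 16 were tested and 3 had a higher mean (camera, adjusted p = 0.631), among them the clock output gene Dbp at 22.2 ± 9.65 and 54.1 ± 28.2. Cell cycle genes (3 of 30 tested, adjusted p = 0.653), glucocorticoid response genes (3 of 14, adjusted p = 0.892) and nuclear genes of oxidative phosphorylation (4 of 26, adjusted p = 0.790) did not pass by camera. In no list did any gene pass on its own, adjusted over all genes tested or adjusted over the list alone.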

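No single gene passed the test between fibroblasts of DOX-treated and control mice. The gene of lowest p with a higher mean in DOX was Lin37, which encodes a subunit of the cell cycle repressor complex DREAM (chromosome 7 of mm10, 30555441 to 30559838), at 3.21 ± 2.07 normalized counts (SD, n = 4) in PBS and 26.5 ± 8.46 (SD, n = 5) in DOX (log2 fold change 2.74, standard error 0.64, adjusted p = 0.647 from limma). Its exons lie over the 3′ end of Hspb6 on the other strand. The chromatin remodelling gene Smarcd3 (chromosome 5, 24590818 to 24624411), over the 3′ end of Chpf2, was at 945 ± 134 in PBS and 565 ± 140 in DOX (log2 fold change -0.77, standard error 0.22, adjusted p = 0.647 from limma). The reads of Lin37 and Smarcd3 may be of Hspb6 and Chpf2 if the opposite strand was counted. The others of lowest p were unnamed transcripts, with log2 fold changes of 1.08 for Gm45507, 1.54 for Gm26917, 1.93 for Gm17300 and 1.44 for Gm36199 and of -0.98 for Gm10432, -2.78 for A730071L15Rik, -1.23 for Gm12744 and -0.82 for Gm26636. Of the 2604 genes tested limma called 0, and 162 had an unadjusted p under 0.05, 79 of them with a higher and 83 with a lower mean in DOX. Without PBS replicate 4 these were 127 and 86, and with limma-voom 57 and 103. On the recovered reads edgeR with TMM called 0 of 2618 genes with 149 at an unadjusted p under 0.05, DESeq2 0 of 17172 with 463, and limma-voom 0 of 2618 with 160. With no filter on low values limma called 3 of 17428 genes, CT010467.1 and Gm17300 higher and Gm20721 lower in DOX. All DOX libraries lay above all PBS libraries for 33 of the 2604 genes and below them for 36, together 2.65%, where chance gives 1.59%. In counts simulated from these libraries limma recovered 8.14% of genes changed 2-fold and 46.7% of genes changed 4-fold.

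Genes of the sorting gate had low values in both groups. If the opposite strand was counted, these values may leave out most reads of the genes' own transcripts. Pdgfra was at 4.31 ± 5.22 in PBS and 4.50 ± 3.51 in DOX, Ptprc, which encodes CD45, at 1.24 ± 1.43 and 1.88 ± 3.11, Pecam1, which encodes CD31, at 5.12 ± 3.62 and 4.56 ± 1.17, and Epcam at 1.42 ± 2.84 and 0.952 ± 1.62. Marker genes of other lung cell types were high in PBS replicate 4. The 14 granulocyte markers summed to 1220 there and to 34.8 to 91.1 in the other 8 libraries, with S100a8, a calcium-binding protein of neutrophils, at 756. Pan-immune markers summed to 344 against 6.50 to 43.5, epithelial markers to 493 against 16.9 to 182, endothelial markers to 272 against 73.9 to 174 and red blood cell markers to 81.8 against 1.06 to 8.71. The 12 fibroblast markers summed to 1939 in this library and to 2782 to 3832 in the others. Lymphocyte markers (18.6 against 2.11 to 20.4) and mesothelial markers (6.48 against 0 to 13.9) lay within the range of the others. So did the sums of monocyte and macrophage markers (253 against 210 to 304) and of smooth muscle and pericyte markers (216 against 103 to 217). Without their highest genes, Csf1r and Tagln, these were 64.0 against 5.81 to 31.2 and 28.4 against 5.99 to 17.6. Without Cd3e the lymphocyte markers summed to 15.4 against 0 to 12.3. Without Nkain4 the mesothelial markers summed to 4.05 against 0 to 10.1. Between the groups the 3 tested epithelial genes, Sftpc, Sftpb and Cldn18, did not pass as a list (camera, adjusted p = 0.631), but were higher in DOX without PBS replicate 4 (camera, adjusted p = 0.00408; adjusted p = 0.136 with an estimated correlation), and the 4 of 13 mitochondrially encoded genes tested did not pass either (camera, adjusted p = 0.892).

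**Figure D1:**
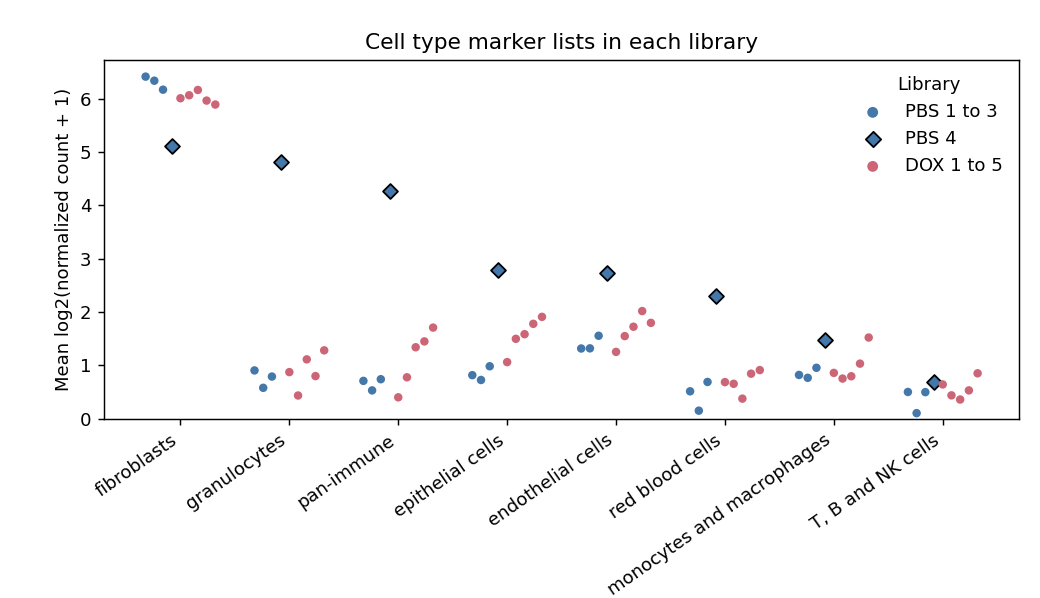
Mean log2(normalized count + 1) over the genes of each cell type marker list (y axis) in each library, with PBS replicates 1 to 3 as blue circles, PBS replicate 4 as a blue diamond and the 5 DOX replicates as red circles. PBS replicate 4 lies at 4.82 for granulocytes, where the other libraries lie between 0.43 and 1.28, and is the lowest library for fibroblasts, at 5.11 against 5.89 to 6.41.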

Surprisingly, further analysis of the results indicated upregulation in the expression of multiple genes from the complement system in lung fibroblasts of doxorubicin-treated mice, including C1ra, C1s, C2, C3, C4a, C5, C7, C8a, C8b (Fig. 5b). 

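Complement genes were thinly covered in the sorted fibroblasts of both groups. These values may leave out most reads of the genes' own transcripts if the opposite strand was counted. Of 57 mouse genes of the complement cascade, listed from knowledge of the Reactome pathway, 23 were at 0 in all 9 libraries and 27 of the other 34 had a mean under 5 normalized counts. Together they held 3249 of 6303233 reads (0.0515%). The mean was higher in DOX for 22 of the 34 genes and lower for 12. Among the higher genes C1qb, C1qc, C8g, C9, Cfp, Fcna and Fcnb were each above 0 in only 1 DOX library, at 1 to 6 reads. Masp1, among the lower genes, was above 0 only in PBS replicate 3, at 4 reads. The higher ones included C3, the protein on which the complement pathways converge, Cd81, a tetraspanin of the B cell co-receptor, and C1rb, which was at 0 in the 4 PBS libraries and at 2.82 ± 2.39 (SD, n = 5) in DOX. The lower ones included Clu, a complement inhibitor, at 6.29 ± 6.08 (SD, n = 4) in PBS and 1.33 ± 1.01 (SD, n = 5) in DOX, and C5ar1, the C5a receptor, at 10.1 ± 12.7 and 4.40 ± 6.31. C1rb, Clu, C5ar1 and the genes named as above 0 in only 1 library were chosen for mention after their values were seen.

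Genes were ranked by GSEA's t statistic on the normalized counts of 17428 genes and the list was compared with 100 random gene sets, as Methods describe. The enrichment score was 0.312 and the normalized enrichment score 1.29, with a permutation p of 0.179 among the sets with a score above 0. With 10000 random sets the permutation p was 0.131. The leading edge held 14 genes, 12 of them with a mean under 5: C1rb, Cr1l, Vtn, C3ar1, Cr2, C9, Cfp, C8g, Fcna, C1qc, Masp2 and C7, beside C3 and Cd81. The permutation p passed 0.05 in 3 alternatives: on the log2 scale (normalized enrichment score 1.46, p = 0.0182), with a paired limma statistic blocked on the replicate number, which leaves out DOX replicate 5 (1.51, p = 0.0196), and, on the linear scale, without PBS replicate 2 (1.48, p = 0.0476). Without DOX replicate 5 alone the score was 1.33 (permutation p = 0.118). Without PBS replicate 4, the library with high granulocyte and epithelial markers, the score was 1.14 with a permutation p of 0.338, and without that library and DOX replicate 2 together, a choice made after the data were seen, 0.89 with a permutation p of 0.606. Only 5 of the genes were high enough for limma, and for these camera gave p = 0.144 (adjusted p = 0.631 over the lists; adjusted p = 0.898 with an estimated correlation) and fry an adjusted p of 0.931.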

GSEA analysis confirmed enrichment of the complement cascade in fibroblasts from doxorubicin-treated mice (Fig. 5c). Interestingly, C3a and C5a were previously shown to promote tumor progression and metastasis by skewing T cell mediated anti-tumor immunity^46–48^, in part due to enhanced deployment and activation of MDSCs^49,50^. Intrigued by these findings, we hypothesized that fibroblast-derived complement signaling may mediate the enhanced recruitment of MDSCs to lungs of doxorubicin-treated mice, consequently favoring the formation of an immunosuppressive microenvironment.

**Fig. 5:**
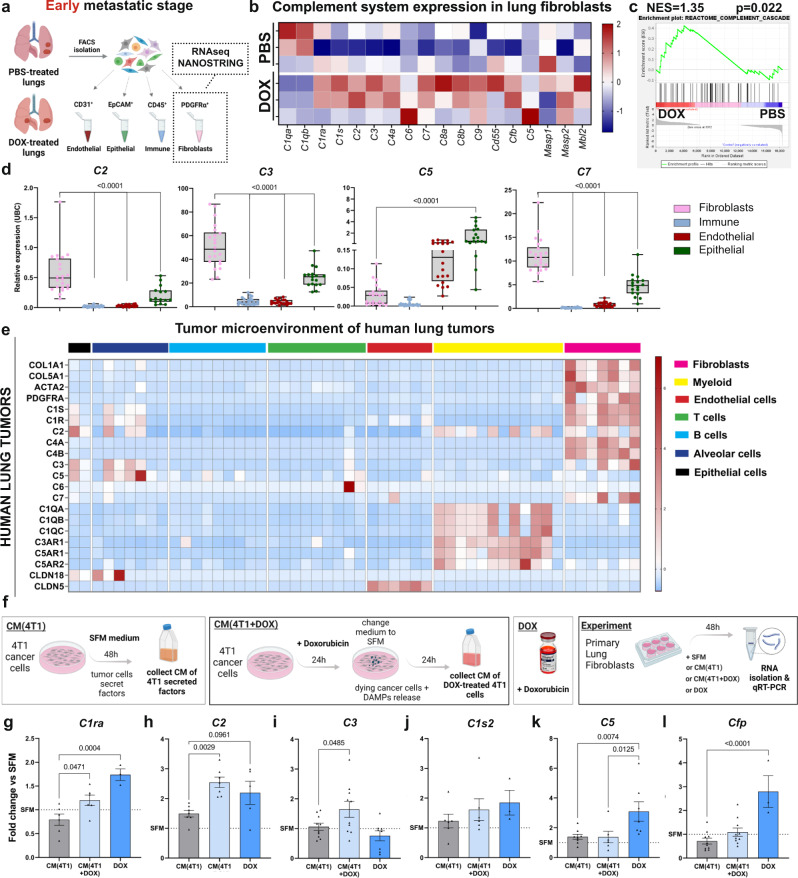
Lung fibroblasts upregulate the expression of complement system factors following doxorubicin treatment. **a** FACS sorting strategy for specified cell populations in early-stage metastatic lungs: transcriptome of sorted fibroblasts was analyzed using bulk-RNAseq or the NanoString nCounter Platform. **b** Heatmap of expression data from NanoString nCounter profiling. *n* = 3 mice per group. **c** Gene Set Enrichment Analysis (GSEA) of the gene set “complement cascade” in lung fibroblasts isolated from doxorubicin treated mice (DOX) compared with lungs of vehicle treated mice (PBS), *p* < 0.022, normalized enrichment score (NES = 1.35). *n* = 4 and 5 mice for PBS and DOX, respectively. **d** qRT-PCR analysis of complement components (*c2*, *c3*, *c5,* and *c7*) expression in cell populations isolated from lungs. *n* = 23; 21; 18 and 15 for CD45^+^, PDGFRα^+^, CD31^+^ and EpCAM^+^ respectively. Data are presented as relative expression to housekeeping gene (*ubc*); bars represent range of data points, line represents mean. *P*-values were calculated using one-way ANOVA followed by Tukey multiple comparisons test were performed. **e** Heatmap depicting expression of selected cluster-specific genes and complement-related genes derived from single-cell RNAseq data of human lung tumors: 52,698-cells from 5 patients were analyzed in this study^78^. **f** Experimental scheme for testing the direct and indirect effects of doxorubicin treatment on lung fibroblasts. **g**–**l** qRT-PCR analysis of complement factors in lung fibroblasts treated as described in (**f**). **g** *n* = 6, 6 and 3 **h** *n* = 7, 7 and 5 **i** *n* = 10, 10 and 8 **h** *n* = 7, 7 and 5 **j** *n* = 6, 6 and 3 **k** *n* = 8, 6 and 7 **l** *n* = 10, 10 and 3 biological repeats for CM(4T1), CM(4T1 + DOX) and DOX, respectively. Data are presented as mean ± s.d, normalized to SFM, and are representative of four biological repeats. *P*-values were calculated using one-way ANOVA. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

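In the RNA-seq libraries 5 complement genes were high enough to test, 4 with a higher and 1 with a lower fitted mean in DOX, and none passed, adjusted over all genes tested or adjusted over the list alone. Their values, and those at 0, may leave out most reads of the genes' own transcripts if the opposite strand was counted. C3 (chromosome 17 of mm10, 57203970 to 57228136) was at 72.7 ± 24.8 normalized counts (SD, n = 4 mice) in PBS and 97.4 ± 34.1 (SD, n = 5) in DOX, a log2 fold change of 0.41 (standard error 0.36, adjusted p = 0.874 from limma). Cd81 (chromosome 7, 143052739 to 143067934) was at 32.3 ± 24.0 in PBS and 54.2 ± 18.0 in DOX, a log2 fold change of 1.02 (standard error 0.52, adjusted p = 0.761 from limma). Serping1, the inhibitor of C1 proteases (chromosome 2, 84765387 to 84775444), was at 97.8 ± 31.8 and 104 ± 27.7, and C1ra, a protease of the C1 complex (chromosome 6, 124512405 to 124523443), at 23.1 ± 7.18 and 23.1 ± 7.61. C4b (chromosome 17, 34728380 to 34743882) was at 49.7 ± 43.7 and 42.9 ± 9.97, with a log2 fold change of 0.21 that has the other sign than the difference of the means. C4b and C4a are near-identical, as are C1ra and C1rb, and their reads cannot always be told apart; C4a was at 0 in all 9 libraries. Other components were below the level tested: C2 at 4.41 ± 1.85 in PBS and 2.96 ± 1.58 in DOX, C1s1 at 3.10 ± 3.71 and 1.72 ± 1.06, C7 at 1.06 ± 2.11 and 2.33 ± 2.21, and Hc, which encodes C5, at 0.985 ± 0.697 and 0.639 ± 0.795. C8a and C8b were at 0 in all libraries, and Cfp, properdin, was above 0 only in DOX replicate 4.

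The mean log2(normalized count + 1) of the 5 tested genes was 5.43 ± 0.68 (SD, n = 4) in PBS and 5.78 ± 0.30 (SD, n = 5) in DOX, a difference of 0.35 (exact two-sided permutation test, p = 0.341). The lowest mouse was PBS replicate 4 at 4.53, and without it the difference was 0.05 (exact permutation test, p = 0.839). Over all 34 genes above 0 the difference was 0.22 (exact permutation test, p = 0.0159). Every DOX library, at 1.475 to 1.877, lay above every PBS library, at 1.256 to 1.468. DOX replicate 2, the library of fewest reads, was the highest. Of these genes 27 had a mean under 5 normalized counts. From its GSEA, the complement genes of its nCounter panel and earlier work on C3a and C5a, the paper hypothesizes that complement signaling by fibroblasts may mediate the recruitment of MDSCs to lungs of doxorubicin-treated mice.

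**Figure D2:**
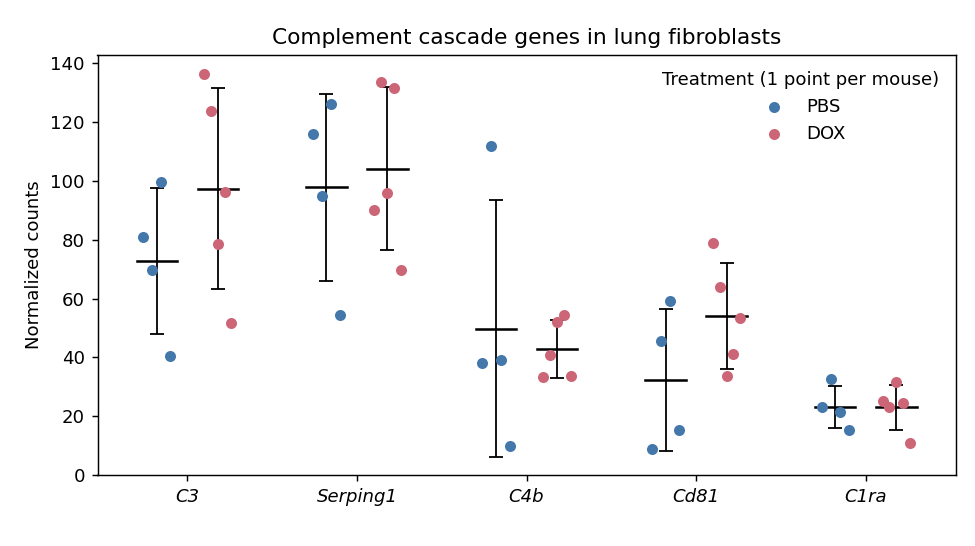
Normalized counts (y axis) of the 5 tested complement genes, 1 point per mouse, PBS in blue (n = 4) and DOX in red (n = 5), with the mean as a horizontal line and the SD as an error bar. The points of the groups overlap for every gene, as for C3 at 40.5 to 99.7 in PBS and 51.7 to 136 in DOX.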

To further validate the cellular origins of complement factors in the lung metastatic microenvironment, we isolated by flow cytometry fibroblasts (CD45^−^CD31^−^EpCam^−^PDGFRα^+^), immune cells (CD31^−^EpCam^−^PDGFRα^−^CD45^+^), endothelial cells (EpCam^−^PDGFRα^−^CD45^−^CD31^+^), and epithelial cells (CD31^−^PDGFRα^−^CD45^+^EpCam^+^) from lungs of mice at early metastatic stages (Fig. 5a and Supplementary Fig. 6h). Analysis of the expression of complement components indicated that fibroblasts are the main source of C2, C3, and C7 while C5 was also expressed by epithelial and endothelial cells (Fig. 5d). We next asked whether expression of complement factors in lung CAFs is a general phenomenon. Analysis of a single-cell RNA-seq dataset of the stromal compartment from murine breast cancer lung metastasis confirmed our observations that lung CAFs are a major source of complement signaling (Supplementary Fig. 7a). Notably, analysis of two additional datasets of human lung tumors revealed that lung fibroblasts are also a major source of complement components in the tumor microenvironment of lung cancer patients (Fig. 5e and Supplementary Fig. 7b). Moreover, we analyzed a dataset of human breast cancer metastases from different organs and found that C2, C3, and C7 were significantly upregulated in lung metastases compared with brain or bone metastases, suggesting a specific role for complement signaling in pulmonary metastasis (Supplementary Fig. 7c).

To identify the signals that instigate the expression of complement factors in lung fibroblasts following doxorubicin treatment, we cultured primary lung fibroblasts with either 4T1-conditioned medium, doxorubicin alone, or conditioned medium (CM) of doxorubicin-treated 4T1, presumably containing damage-associated molecular patterns (DAMPs) released during chemotherapy-induced cell death (Fig. 5f). We found that C1ra, C2, and C3 were upregulated in lung fibroblasts incubated with CM of chemotherapy-treated cancer cells, while expression of C5 and CFP was directly upregulated upon incubation with doxorubicin (Fig. 5g–l). Moreover, the expression of complement factors was not upregulated in lung fibroblasts following exposure to cancer cell CM alone, indicating that although tumor-secreted factors upregulated the expression of known inflammatory mediators in lung fibroblasts (IL-1β, IL-6) (Supplementary Fig. 8a), they were not sufficient to trigger activation of complement signaling, at least in vitro. Interestingly, this upregulation may be specific to doxorubicin-induced damage response, as the expression of complement genes was not altered in lung fibroblasts incubated with CM from cisplatin-treated cancer cells (Supplementary Fig. 8b, c). Thus, activation of the complement cascade in lung fibroblasts is induced by direct effect of specific cytotoxic therapies, or as a response to specific damage-associated signals released from cancer cells.

### Activation of complement signaling in the lung metastatic niche is associated with infiltration of C3aR and C5aR1 expressing MDSCs

C3 is a central inflammatory mediator, shown to be important in several cancer types^30^. In the complement cascade, C3 is the precursor of both C3a and C5a, potent chemoattractants of immune cells. We, therefore, focused our further analyses on these factors. We confirmed that the levels of C3 deposits were elevated in lung tissue sections from doxorubicin-treated mice as compared to vehicle-treated mice already at early metastatic stage (Fig. 6a, b). Moreover, analysis of secreted C3a in lung supernatant (Fig. 6c) revealed that lungs of doxorubicin-treated mice exhibited higher levels of C3a following doxorubicin administration in both TNBC models (4T1, Fig. 6d and EO771 Supplementary Fig. 8d, e), which remained elevated at late metastatic stages (Fig. 6e). To validate the relevance of our findings to human disease, we analyzed the expression of C3 in a cohort of breast cancer patients with lung metastasis. Importantly, analysis of the results confirmed stromal deposition of C3 in the lung metastatic microenvironment (Fig. 6f–h), suggesting that stromal complement signaling is operative in human lung metastasis.

**Fig. 6:**
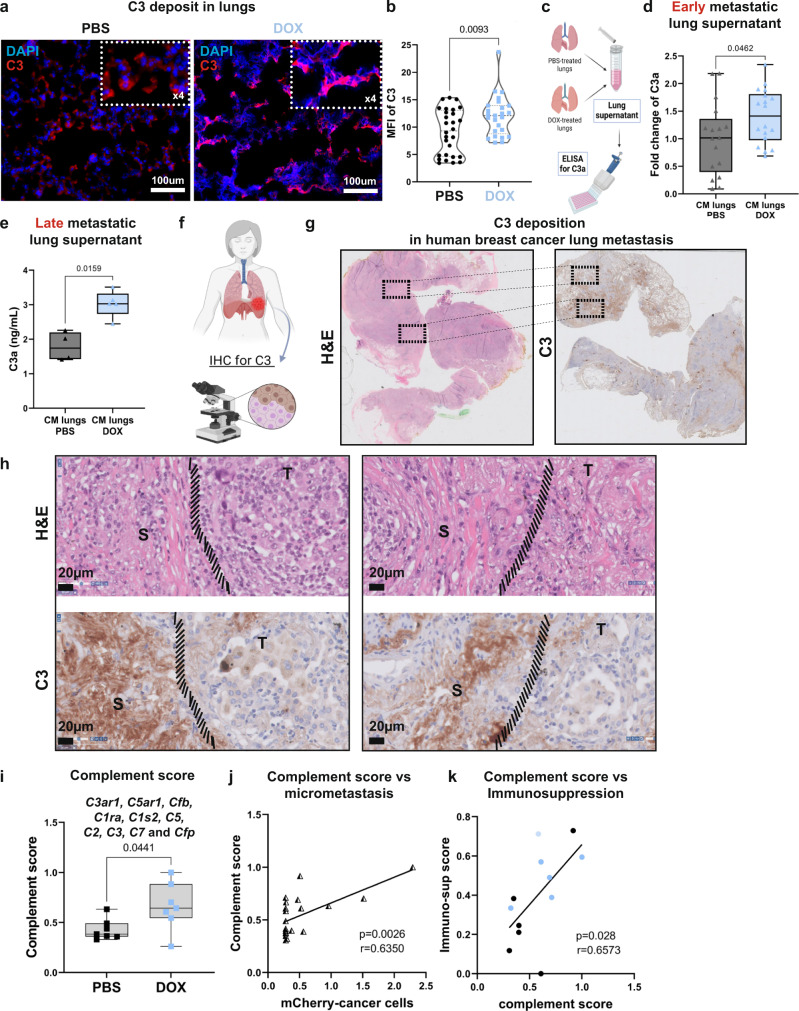
Activation of complement signaling in lungs is associated with infiltration of C3aR and C5aR1 expressing MDSCs. **a** Representative images of C3 staining in lungs of doxorubicin-treated mice or vehicle-treated mice at early metastatic stage. *n* = 3 mice per group; Scale bars, 100 µm. Top right rectangle shows 4-fold magnification. Cell nuclei-DAPI; C3-Rhodamine Red. **b** Quantification of MFI of C3 in staining shown in (**a**), a minimum of 5 fields of view per lung were assessed in *n* = 3 mice per group. *P*-values were calculated using Welch’s t-test. **c** ELISA of C3a levels in lung. C3a ELISA at early metastatic stage *n* = 17 and 18 for PBS and DOX respectively (**d**), or late metastatic stage *n* = 4 and 5 for PBS and DOX respectively (**e**). **d**, **e** Bars represent range of data points, line represents mean. *P*-values were calculated using Welch’s t-test. **f** Lung tissue sections from patients with breast cancer lung metastases were analyzed by IHC. Representative images of H&E staining (**g**) and C3 staining (**h**). S = stroma rich area, T = tumor cell-rich area; *n* = 5 breast cancer patients. Scale bars, 20 μm. **i** Complement score of total-lung mRNA. *n* = 7 in both groups; Bars represent range of data points, line represents mean. *P*-values were calculated using two-tailed Mann–Whitney test. **j** Correlation between complement score and micro-metastasis, quantified by mCherry mRNA expression. *r* = 0,635; *p* < 0,0026. **k** Correlation between complement score and immunosuppression score. *r* = 0,6573; *p* < 0,03. For **j**, **k** two-tailed Pearson correlation was calculated. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

We further analyzed the expression of several complement components (C2, C3, C7, CFP, C3aR1, and C5aR1) and incorporated the results into a combined “complement score”. Analysis indicated upregulation in the expression of the complement score in lungs of mice at early metastatic stages following doxorubicin treatment in both 4T1- and EO771 models (Fig. 6i and Supplementary Fig. 8f). Moreover, the complement score positively correlated with increased lung micrometastases (Fig. 6j), as well as with an “immunosuppression score” (Fig. 6k). Notably, no augmentation of complement components expression or of C3a deposition in lungs was observed following cisplatin treatment, confirming that enhanced complement signaling in lungs is doxorubicin-specific (Supplementary Fig. 8d–h).

Seeking to further investigate the function of CAF-derived complement, we hypothesized that CAF-derived C3a and C5a, known to be chemoattractants, facilitate immune cell recruitment. We, therefore, analyzed the expression of the C3a and C5a receptors in distinct cell populations isolated from lungs of mice at early metastatic stages. We found that the anaphylatoxin receptors C3aR and C5aR1 were primarily expressed by immune cells in metastatic lungs (Fig. 7a). Analysis of scRNA-seq data of human lung tumors confirmed that this was the case also in human patients (Fig. 5e). Specifically, while C5aR1 was exclusively expressed in granulocytes, C3aR expression was evident in both monocytic- and granulocytic-MDSCs (Fig. 7b, c). Moreover, expression levels of C3 in lungs positively correlated with levels of both C3aR (*r* = 0.7156, *p* < 0.0004) and C5aR1 (*r* = 0.6026, *p* < 0.004) (Fig. 7d), suggesting that increased production of C3 in the lung metastatic niche results in enhanced recruitment of C3aR/C5aR1 expressing cells. Thus, CAF-derived complement signaling following cytotoxic treatment may contribute to the formation of an immunosuppressive metastatic niche.

**Fig. 7:**
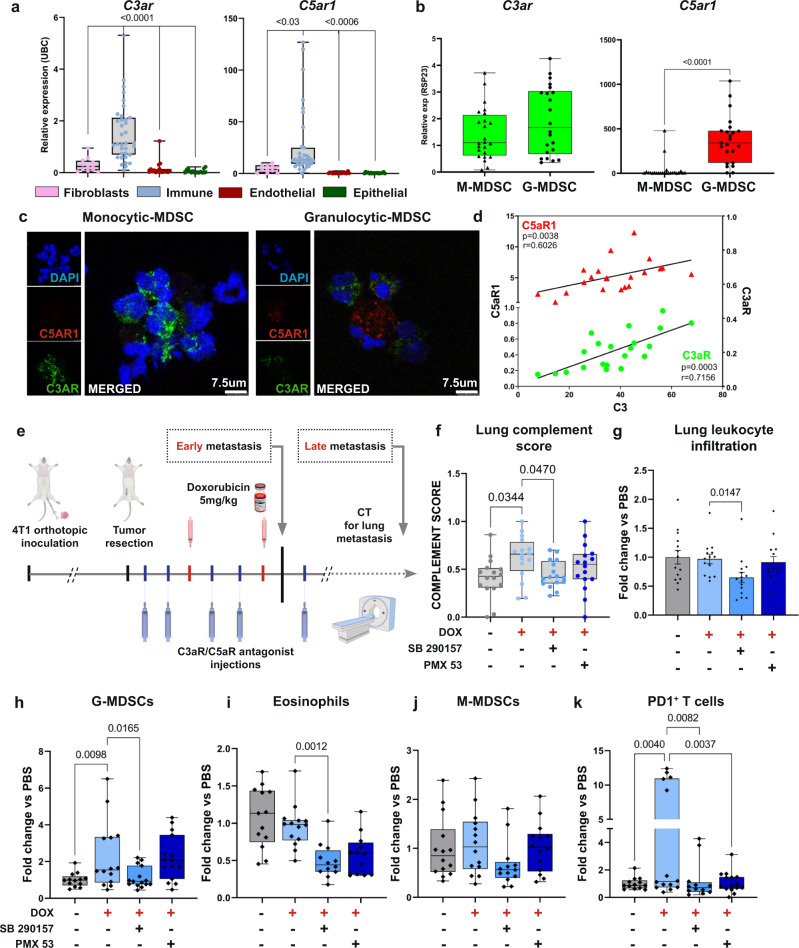
Combining chemotherapy with blocking of complement signaling attenuates dox-induced immune modulation. **a** qRT-PCR analysis of the anaphylatoxin receptors *c3ar* and *c5ar1* expression in sorted lung cell populations (endothelial cells, epithelial cells, immune cells and fibroblasts). *n* = 35; 11; 20 and 17 for CD45^+^, PDGFRα^+^, CD31^+^ and EpCAM^+^ respectively. Bars represent range of data points, line represents mean in relative expression to housekeeping gene (*ubc*); *P*-values were calculated using one-way ANOVA followed by Tukey multiple comparisons test were performed. **b** *c3ar* and *c5ar1* expression in granulocytic-MDSCs and mono-MDSCs isolated from lungs. *n* = 25 and 23 for mMDSCs and gMDSCs. Bars represent range of data points, line represents meanin relative expression to housekeeping gene (*rsp23*); *P*-values were calculated using two-tailed Mann–Whitney test. **c** Immunofluorescence of C3aR-FITC and C5aR1-PE in M-MDSCs (left) and G-MDSCs (right) sorted from lungs, and placed on microscope slides by cytospin. DAPI-blue. Scale bar, 7.5 µm. Data is representative of one independent experiment with *n* = 5. **d** Two tailed Pearson correlation between lung mRNA levels of *c3* with *c3ar* (green, *r* = 0,7156, *p* = 0,0003) or *c5ar1* (red, *r* = 0,6026, *p* = 0.0038). **e** Experimental scheme: following orthotopic injection of 4T1 cells and primary tumor resection, mice were treated with doxorubicin (5 mg/kg) in combination with C3aR antagonist (SB290157- 10 mg/kg) or with C5aR1 antagonist (PMX53- 1 mg/kg), or vehicle (administered i.p). Lung metastasis was monitored by CT imaging. **f** Complement score calculated from total lung mRNA at early metastatic stage, 24 h following treatment with last dose. *n* = 16 in each group. Bars represent range of data points, line represents mean. *P*-values were calculated using Brown–Forsythe ANOVA multiple comparison test. **g**–**k** Flow cytometry analysis of lung infiltrating immune cells at early-metastatic stage. **g** Total immune cells (CD45^+^ cells), data presented as mean ± s.e.m (**h**) G-MDSCs (CD45^+^CD11b^+^SiglecF^-^Ly6G^+^Ly6C^int^), **i** Eosinophils (CD45^+^CD11b^+^Ly6G^−^CD11c^−^SiglecF^+^), **j** Mono-MDSCs (CD45^+^CD11b^+^SiglecF^-^Ly6G^-^Ly6C^+^), **k** PD1^+^ T cells. *n* = 14, 14, 15 and 15 mice in PBS, DOX, DOX + SB290157, and DOX + PMX53, respectively. **h**–**k** Bars represent range of data points, line represents mean. **g**–**k** *P*-values were calculated using Kruskal–Wallis test for multiple comparisons. Data are representative of three independent experiments and are presented as mean normalized to control. Graphical summary was designed using BioRender. Source data are provided as a Source Data file.

### Combining chemotherapy with blockade of complement signaling attenuates lung metastatic relapse

To assess the functional significance of complement signaling to chemotherapy-induced inflammation, we tested whether pharmacological targeting of the C3a-C3aR and C5a-C5aR1 axes would alleviate the adverse effects of doxorubicin treatment on lung metastasis. We combined adjuvant chemotherapy treatment with complement receptor antagonists (SB290157 blocking C3aR, or PMX53 blocking C5aR1) following primary tumor resection (Fig. 7e). Analysis at early metastatic stage revealed normalization of lung “complement score” following combined doxorubicin and C3aR antagonist treatment, but no significant change was observed in the group treated with the combined doxorubicin+C5aR1 antagonist or in the groups receiving antagonists only (Fig. 7f and Supplementary Fig. 9a). Importantly, treatment with the C3aR antagonist reduced the recruitment of immune cells to the lung metastatic niche when combined with doxorubicin (Fig. 7g). We therefore performed a detailed analysis of the infiltrated immune cell populations in lungs of mice following the different treatments (Supplementary Fig. 9b). Analysis revealed that blocking C3a signaling in combination with doxorubicin treatment significantly attenuated the recruitment of G-MDSCs and eosinophils (Fig. 7h, i), and diminished the recruitment of M-MDSCs (which did not reach statistical significance, Fig. 7j). Inhibition of C5aR in combination with doxorubicin did not affect the recruitment of these myeloid cell populations (Fig. 7h–j). Importantly, treatment with either one of the complement receptor antagonists in combination with doxorubicin resulted in a striking decrease of PD-1^+^ dysfunctional T cells in early metastatic lungs (Fig. 7k). However, treatment with complement receptor antagonists alone did not induce these effects (Supplementary Fig. 9b–g). Thus, combining chemotherapy treatment with complement receptor blockade attenuated both the upregulation of complement signaling, and the immune dysregulation caused by doxorubicin treatment.

Finally, we tested whether blockade of the C3-C3aR and C5-C5aR1 axes would affect lung metastatic relapse. Mice were treated with adjuvant chemotherapy combined with anaphylatoxin receptor antagonists and their pulmonary metastatic relapse was assessed by intravital CT imaging (Figs. 7e and 8a). Of note, complement receptor antagonists alone did not have cytotoxic effects on tumor cells (Supplementary Fig. 9h, i). Quantification of lung metastases revealed that the overall metastatic burden was not significantly different between doxorubicin-treated mice and controls (Fig. 8b). However, there were significant changes in metastatic progression and burden when doxorubicin was combined with complement receptor antagonists: treatment with C3aR or C5aR1 antagonists decreased the percentage of mice with multifocal metastases (52% vs 14% vs 6% in doxorubicin alone, C3aR and C5aR1 antagonists, respectively), while increasing the percentage of mice with unifocal metastases (4% vs 27% vs 28% in doxorubicin only, C3aR and C5aR1 antagonists, respectively). Notably, treatment with either complement receptor antagonist alone did not significantly alter the overall lung metastatic incidence (Fig. 8b). Thus, combining doxorubicin with complement receptor antagonists delayed metastatic progression and decreased the number of mice with advanced metastatic disease.

**Fig. 8:**
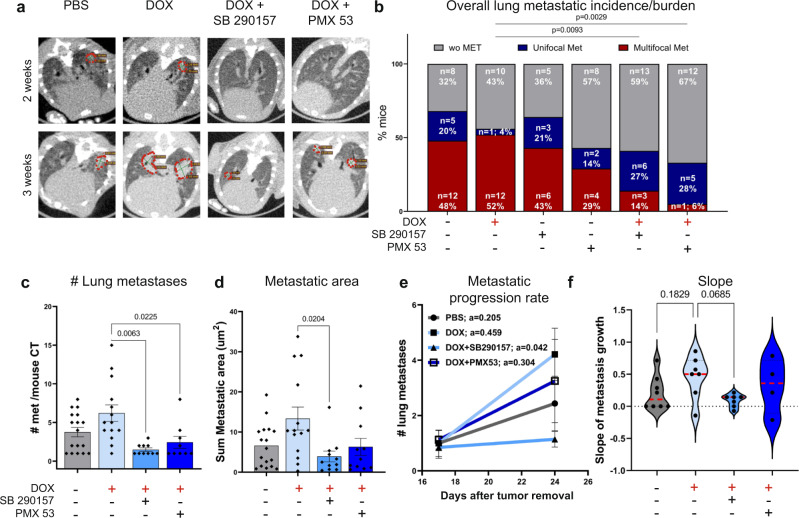
Combining chemotherapy with blocking of complement signaling inhibits lung metastatic relapse. **a** Representative CT images of lungs, 2 and 3 weeks after resection of 4T1 primary breast tumor in control group (PBS), doxorubicin-treated mice (DOX), combination of doxorubicin and C3aR antagonist (DOX + SB290157) or combination of doxorubicin and C5aR1 antagonist (DOX + PMX53); administered i.p. Metastatic lesions are circled in red. **b** Quantification of overall incidence of lung metastasis as analyzed by CT imaging in all groups. *n* = 25, 23, 14, 14, 22 and 18 mice in PBS, DOX, SB290157, PMX53, DOX + SB290157, and DOX + PMX53, respectively. Data are presentative of 2 and 3 independent experiments, for antagonist-only groups and for combination therapy groups, respectively. *P*-values were calculated using two-tailed Chi-square test. **c**, **d** Assessment of metastasis burden determined by: number of lung metastatic foci *n* = 17, 14, 10, and 9 mice in PBS, DOX, DOX + SB290157, and DOX + PMX53, respectively. **c** Metastatic area *n* = 17, 14, 11, and 11 mice in PBS, DOX, DOX + SB290157, and DOX + PMX53, respectively **d** in metastases-bearing mice treated as indicated. Data are presented as mean ± s.e.m. *P*-values were calculated using Kruskal–Wallis test for multiple comparisons. **e** Metastatic progression rate. “a” represents line slope. **f** Slope of (**e**), each point represents a mouse. Red dashed lines represent the median slope value. **e**, **f** *n* = 8, 7, 7 and 4 mice in PBS, DOX, DOX + SB290157, and DOX + PMX53, respectively. Error bars represent s.e.m. *P*-values were calculated using Kruskal–Wallis test for multiple comparisons. Source data are provided as a Source Data file.

Overall, both the number of metastatic foci per mouse and the sum of metastatic area per mouse were significantly reduced in mice treated with a combination of doxorubicin and the C3aR and C5aR1 antagonists (Supplementary Fig. 9k, l). Considering the observed differences in metastatic burden among the various treatment groups, we further analyzed the differences in response to therapy among metastases-bearing mice. Analysis of metastatic load in these mice showed a marked decrease in the number and area of metastatic foci formed in lungs of mice treated with chemotherapy in combination with either C3aR or C5aR1 antagonists, compared with mice treated with doxorubicin only (Fig. 8c, d). Of note, complement antagonists treatment alone did not significantly alter the number of metastatic foci per mouse or the sum of metastatic area in lungs of treated mice, compared with controls (Supplementary Fig. 9j–l). Moreover, monitoring metastatic progression of individual mice revealed that C3aR antagonism combined with chemotherapy attenuated the progression rate of lung metastatic growth compared with controls or doxorubicin alone: Quantification of metastatic progression rate by longitudinal follow up of lesions by CT imaging, indicated that the combined treatment of doxorubicin with C3aR antagonist decelerated disease progression (Fig. 8e, f). Thus, while doxorubicin alone had adverse effects on the lung metastatic niche, combining chemotherapy with pharmacological targeting of complement signaling alleviated these immune dysregulating effects and mitigated lung metastasis. These data suggest that combining complement signaling inhibition with chemotherapy may be clinically beneficial in attenuating metastatic relapse in human breast cancer patients following resection of their primary tumor.

## Discussion

In this study, we elucidated the paradoxical effects of adjuvant chemotherapy in the microenvironment of breast cancer pulmonary metastases. We showed that systemic treatment with chemotherapy induced rapid dysregulation of the immune milieu in lungs, resulting in the formation of an immunosuppressive metastatic niche. Following cytotoxic treatment, lung fibroblasts upregulated the expression of inflammatory mediators including complement factors, thus facilitating the recruitment of myeloid cells that modulate immunosuppression in the metastatic microenvironment. Our findings reveal that complement signaling is functionally important in mediating the adverse effects of chemotherapy, as pharmacological blockade of complement signaling in combination with chemotherapy attenuated lung metastasis (Fig. 9).

**Fig. 9:**
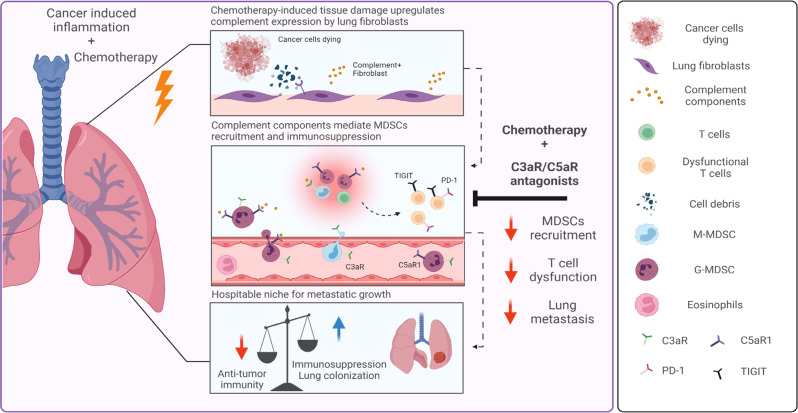
Chemotherapy-induced complement signaling in fibroblasts modulates immunosuppression and metastatic relapse in breast cancer. Adjuvant doxorubicin treatment following primary tumor removal instigated complement signaling in lung fibroblasts, leading to recruitment of MDSCs and the formation of an immunosuppressive niche, favorable to metastatic relapse. pharmacological targeting of complement signaling in combination with chemotherapy alleviated immune dysregulation and attenuated lung metastasis. Graphical summary was designed using BioRender.

Studies in recent years provided evidence regarding the intricate host responses to conventional cytotoxic treatment and demonstrated the key role of the host immune and stromal microenvironments in mediating these responses^51^. Chemotherapeutic agents have been shown to augment tumor-promoting inflammation, restrain anti-tumor immunity^35,52–54^, and foster a network of tumor-stromal cell interactions resulting in enhanced resistance and metastatic capability of cancer cells^55^. In this context, CAFs were suggested to promote chemoresistance of cancer cells, in addition to their tumor promoting and immune-modulating functions^56^. Indeed, a stromal gene signature in primary tumors was shown to be prognostic of chemoresistance and poor survival^10,57–59^. However, most of these findings were obtained in the primary tumor microenvironment, and the role of metastasis-associated fibroblasts in modulating the response to chemotherapy was largely unknown.

We have previously demonstrated a role for fibroblasts as sentinels of tissue damage throughout breast cancer progression, consequently prompting tumor-promoting immune responses^21,60^. In this study, we showed that systemic chemotherapy in a tumor-free setting instigated an inflammatory switch in lung fibroblasts, concurrent with a disrupted immune milieu. Importantly, these changes generated a hospitable niche in lungs that supported the colonization of breast cancer cells. Thus, inflammation induced by cytotoxic therapeutics may inadvertently potentiate metastatic progression, as suggested also by clinical findings^61^.

We utilized two different mouse models of spontaneous lung metastasis following resection of a primary TNBC tumors and adjuvant chemotherapy treatment, which recapitulates the standard of care of breast cancer patients. Triple-negative breast cancer patients are generally not eligible for targeted therapy, and their treatment often depends heavily on chemotherapy. Surprisingly, using these models we found that adjuvant treatment with doxorubicin was unable to curb lung metastasis while cisplatin significantly reduced metastatic load, despite similar effectiveness of both drugs in killing cancer cells in vitro. Moreover, inspection of lungs shortly after adjuvant treatment revealed that doxorubicin accelerated the formation of early macro-metastases, while the metastatic burden at endpoint was similar to the control group. These findings highlighted the double-edged sword effect of chemotherapy^62^.

We, therefore, characterized the early effects of doxorubicin therapy on the host microenvironment that enhance chemoresistance and metastatic progression. We show in a spontaneous metastasis setting that doxorubicin therapy induced rapid marked changes in the lung immune landscape manifested by a switch towards an immunosuppressive microenvironment, while cisplatin treatment enhanced T cell infiltration. These findings are in agreement with pre-clinical and clinical data of cisplatin-induced anti-tumor immune-modulation^63,64^. Indeed, a recent clinical trial showed an increase in disease-free survival and lower incidence of distant metastases in TNBC patients following platinum-based chemotherapy, compared to anthracycline-based chemotherapy^65^. Our findings suggest that the underlying mechanism for these discrepancies in therapy efficiency may be that doxorubicin, but not cisplatin, upregulates complement signaling and enhances MDSCs recruitment to the metastatic niche which facilitates metastatic growth. Conversely, cisplatin increases T cell infiltration, supporting anti-tumor immunity and curbing the formation of an immunosuppressive metastatic niche.

Adjuvant doxorubicin enhanced the recruitment of MDSCs to the lung metastatic niche, and led to boosting of the immunosuppressive phenotype of these cells, thus limiting anti-tumor immunity by enhancing T cell dysfunction. Chemotherapy-induced infiltration of MDSCs was previously observed in mouse models of primary tumors^66,67^. Our findings in a spontaneous metastatic setting suggest that systemic effects of adjuvant therapy may nurture an immunosuppressive metastatic niche. The shift towards an immunosuppressive microenvironment following doxorubicin treatment may have important clinical implications regarding the potential benefit of combining immunotherapy with chemotherapy in regular or metronomic regimens, as recently reported^68,69^.

We show that lung fibroblasts responded to chemotherapy by upregulating the expression of complement factors, known to play a role in tumor-promoting inflammation^30,70^. CAFs were recently implicated as mediators of complement signaling in cancer^57,71^. In particular, fibroblast-derived C3a was shown to be instrumental in mediating infiltration of tumor-promoting macrophages to melanoma tumors^33^. In this study, we show that fibroblasts in the lung metastatic niche were the main source of C3a and other complement factors following systemic chemotherapy. Moreover, we demonstrate that pharmacological targeting of C3a-C3aR signaling in combination with adjuvant doxorubicin treatment reversed chemotherapy-induced immunosuppressive modulation of the immune microenvironment and attenuated lung metastasis. Pharmacological blockade of complement pathway was previously shown to inhibit MDSCs recruitment to tumors and to reduce metastasis by altering T cell responses in a mouse model of breast cancer^48,72^. Moreover, recent studies suggested that C3aR and C5aR1 function as immune-checkpoint receptors or immune-regulators^73,74^. Our findings functionally link chemotherapy-induced upregulation of complement signaling with the formation of a hospitable metastatic niche in lungs, and support the potential of targeting complement signaling as a beneficial combination treatment strategy to combat metastatic relapse.

Importantly, these findings need to be further investigated in human breast cancer patients. However, obtaining human samples of lung tissues in temporal proximity to chemotherapeutic administration is logistically unfeasible. Unfortunately, blood samples as surrogate for assessing the role of complement signaling in lungs following chemotherapy may not be sufficiently informative: conflicting reports regarding plasma levels of complement components in cancer patients receiving chemotherapy complicates the interpretation of circulation levels of complement components in the context of prognostic assessment^75,76^.

In summary, our study highlights the complexity in the balance between the beneficial and adverse effects of chemotherapy, caused by tissue damage and inflammation. Our findings suggest that blockade of complement signaling in combination with adjuvant chemotherapy in breast cancer patients may attenuate the adverse effects of doxorubicin treatment, thus offering a promising approach for clinical use.

## Methods

### Mice

All experiments involving animals were approved by the Tel Aviv University Institutional Animal Care and Use Committee (IACUC). Animals were maintained in specific pathogen-free conditions with controlled temperature/humidity (22 °C/55%) environment on a 12 h light-dark cycle and with food and water ad libitum. All animals were maintained within the Tel Aviv University Specific Pathogen Free (SPF) facility. All in vivo experiments were performed using 6–8 weeks old female BALB/c or C57BL/6 mice (Harlan, Israel), unless otherwise stated. No statistical method was used to pre-determine mouse sample size, but the sample size was chosen to be adequate to receive significant results as determined by preliminary experiments. Mice used in experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome analysis. Mice that died for unknown reasons were excluded from analysis. Mice in early-stage metastasis experiments were euthanized 24 h after the second dose of chemotherapy or vehicle. Mice in late-stage metastasis experiments were euthanized when more than 80% of control mice developed macro-metastases detected by CT imaging. Tumors were removed at an early stage, and therefore did not reach the 15 mm maximal permitted tumor burden. All experiments were repeated independently at least twice.

### Cancer cells

4T1 cells were received from Dr. Zvi Granot. EO771 cells were received from Dr. Ruth Scherz-Shouval. Cells were cultured with RPMI 1640 medium supplemented with 10% FCS, 1% penicillin-streptomycin, 1% sodium-pyruvate, 1% HEPES 1 M and 0.5% glucose and maintained at 37 °C with 5% CO_2_. Cells were routinely tested for mycoplasma using the EZ-PCR-Mycoplasma test kit (Biological Industries; 20-700-20) and confirmed negative.

### Primary lung fibroblasts isolation and culture

Lungs were isolated from 6 to 8 weeks old BALB/c female mice and dissociated. Briefly, lung tissues were harvested, washed in PBS, minced thoroughly with scissors and incubated for 40 min with RPMI supplemented with 0.1% collagenase IV (Worthington, LS004177) and 0.1% diaspase II (Roche, 04942078001) on stir plate in 37 °C water bath. Red blood cells were lysed and remaining single cell suspensions were seeded on 6-well plates pre-coated with Rat tail collagen (Corning; 354236). Primary fibroblasts were grown in RPMI1640 supplemented with 10% FCS, 1% penicillin-streptomycin and 1% Sodium-pyruvate.

### Cell conditioned media preparation

For 4T1-CM: when cells reached 80% confluency, plates were washed twice with PBS, and fresh serum-free medium (SFM) was applied. After 48 h, medium was collected, filtered through 0.2 μm filters under aseptic conditions, flash-frozen in liquid nitrogen, and stored at −80 °C. SFM was used as control.

For DAMP-rich CM: 1 μM Doxorubicin/Cisplatin was added to 80% confluent cultures. 24 h later, cells were washed, and fresh SFM was applied. After an additional 24 h, medium was collected and filtered as described above.

### Lung homogenate supernatant

Lungs were perfused with 10 ml PBS before harvesting. Perfused lungs were placed in 70 μm cell strainers in 50 mL tube containing RPMI1640 media. Lungs were homogenized using a syringe plunger, and centrifuged 7 min at 500 × *g*. Supernatants were collected and filtered through 0.45 μm filters.

### Enzyme-linked immunosorbent assay (ELISA)

C3a ELISA was performed for lung homogenate supernatant using Mouse Complement Component 3a ELISA Kit, according to manufacturer’s instructions (FineTest. EM0882).

### Immunostaining

#### Tissue sections

Lungs were injected intra-tracheal with 600 µL Optimal Cutting Temperature compound (O.C.T, BN62550, Tissue-Tek), harvested, shortly washed in PBS, and embedded in O.C.T on dry ice. Serial sections were obtained to ensure equal sampling of the examined specimens (10 μm trimming).

#### Immunofluorescence

Tissue sections were incubated overnight at 4 °C with Rat anti-mouse C3 antibody (11H9-ab11862). Sections were washed with PBS and incubated with a RedX–conjugated donkey anti-Rat secondary antibody (1:200, 712-035-153, Jackson ImmunoResearch Laboratories) for 2 h at room temperature, followed by DAPI (1:2000, Molecular Probes; D3571). Slides were mounted with VECTASHIELD® HardSet antifade (VE-H-1400, Vector Laboratories), visualized using the Leica Aperio VERSA slide scanner and analyzed with the ImageScope software. Quantitative analyses were performed using ImageJ Software.

#### Cytospin staining

MDSCs were seeded on coated slides for Cytospin. Cells were then fixated for 10 min with PFA 4%, washed, and incubated for 2 h at room temperature with C3aR-FITC antibody (C3aR (74): sc-53785) and C5aR1-PE antibody (Biolegend − 135806), washed and incubated with DAPI (1:2000, Molecular Probes; D3571). Slides were and mounted as above.

### Human C3 staining

Human patient samples (*n* = 5) were collected with written informed consent and processed at the Sheba Medical Center, Israel, in accordance with recognized ethical guidelines, under an approved Institutional Review Board (3112-16). Tissue sections stained for C3 (LS‑B4290, LSBio) were analyzed by an expert pathologist. Images were scanned at ×20 magnification using the Leica Aperio VERSA slide scanner.

### T cell suppression assay

Splenocytes were isolated BALB/c mice, and labeled with CFSE (5 M, Biolegend, 423801). 1 × 10^5^ cells in 100 μL per well were plated in a 96-well plate pre-coated with anti-mouse CD3ε (1 μg/mL, SouthernBiotech, 1530-01). CD11b^+^Ly6C^int^Ly6G^+^ cells (G-MDSCs) or CD11b^+^Ly6G^−^Ly6C^+^ cells (M-MDSCs) were isolated from spleens of doxorubicin-treated mice or controls using FACS-sorting, and incubated with stimulated T cells (5 × 10^4^ MDSC/well). Dilution of CFSE was evaluated 3 days later by flow cytometry.

### Flow cytometry analysis

Single cell suspensions were prepared according to organ (circulating cells were isolated, lungs were enzymatically digested, spleens were mechanically suspended). Cells were filtered by 70 μM cell strainers (Corning); red blood cells were lysed. Cells were counted and resuspended in FACS buffer (PBS with 2% FCS and 2 mM EDTA). Cells were incubated with anti-mouse CD16/CD32 (eBioscience, 16-0161-82, dilution 1:100), followed by staining with the following anti-mouse antibodies: anti-CD45-BV650 (BioLegend, BLG-103151, dilution 1:100); anti-CD11b-PeCy7 (BioLegend, BLG-101215, dilution 1:100); anti-CD11c-PerCP-Cy5.5 (eBioscience, 45-0114, dilution 1:100); anti-SiglecF-APC-R700 (BD Biosciences, BD565183, dilution 1:100); anti-Ly6G-APC (BioLegend, 127614, dilution 1:200); anti-Ly6C-FITC (BioLegend, 128006, dilution 1:200); anti-NKp46-PeCy7 (BioLegend, BLG-137617, dilution 1:100); anti-B220-PerCP-Cy5.5 (BioLegend, BLG-103235, dilution 1:100); anti-CD4-APC-Cy7 (BioLegend, BLG-100413, dilution 1:100); anti-CD8a-APC (BioLegend, BLG-100712, dilution 1:100); anti-CD8a-PE (eBioscience, 12-0083, dilution 1:100); anti-CD3-FITC (BioLegend, BLG-100306, dilution 1.5:100); anti-PD-1-BV785 (Biolegend, BLG-135225, dilution 1:100); anti-TIM3-BV605 (Biolegend, BLG-119721, dilution 2:100); anti-LAG3-PerCP-Cy5.5 (Biolegend, BLG-125212, dilution 1:100); anti-TIGIT-APC (Biolegend, BLG-142106, dilution 4:100) and DAPI (Molecular Probes; D3571). The specificity of staining was validated by appropriate fluorescence minus one (FMO) method. Immune populations were defined as described in Supplementary Fig. 2a, b and Supplementary Fig. 6d. Analysis was performed with CytoFLEX Flow Cytometer (Beckman Coulter, Inc.) and data analysis was done with FlowJo Software (version X.0.7).

### FACS sorting

Single cell suspensions were stained with cell type-specific antibodies indicated above. DAPI was used to exclude dead cells (1:2000 Molecular Probes; D3571). Sorting was performed using BD FACSAria III to isolate lung fibroblasts (CD45^−^CD31^−^EpCAM^−^PDGFRα^+^); endothelial cells (CD45^−^EpCAM^−^PDGFRα^−^CD31^+^); epithelial cells (CD45^−^CD31^−^PDGFRα^−^EpCAM^+^) and immune cells (EpCAM^−^CD31^−^PDGFRα^−^CD45^+^). Gating strategy is described in Supplementary Fig. 6h. Cells were incubated with anti-mouse CD16/CD32 (eBioscience, 16-0161-82), followed by staining with the following anti-mouse antibodies: anti-CD45-PerCP-Cy5.5 (eBioscience, 45-0451, dilution 1:100); anti-CD31-PeCy7 (eBioscience, 25-0311, dilution 1:100); anti-EpCAM-APC (eBioscience, 17-5791, dilution 1:100) and anti-PDGFRa-PE (eBioscience, 12-1401-81, dilution 1:100). Granulocytic and Monocytic MDSCs were isolated as CD11b^+^Ly6C^int^Ly6G^+^ and CD11b^+^Ly6G^−^Ly6C^+^, respectively. Gating strategy is described in Supplementary Fig. 2a. Cells were incubated with anti-mouse CD16/CD32 (eBioscience, 16-0161-82), followed by staining with the following anti-mouse antibodies: anti-CD45-BV650 (BioLegend, BLG-103151, dilution 1:100); anti-CD11b-PeCy7 (BioLegend, BLG-101215, dilution 1:100); anti-CD11c-PerCP-Cy5.5 (eBioscience, 45-0114, dilution 1:100); anti-SiglecF-APC-R700 (BD Biosciences, BD565183, dilution 1:100); anti-Ly6G-APC (BioLegend, 127614, dilution 1:200); anti-Ly6C-FITC (BioLegend, 128006, dilution 2:100). Sorts were performed using FACSDiva software v8.

### Lung colonization assay

8 weeks old naïve BALB/c mice were injected i.p with Doxorubicin (5 mg/kg), Cisplatin (5 mg/kg) or PBS, 5 days and 2 days prior to intravenous (i.v) injection of 1 × 10^5^ cells 4T1-luc cells. Lung colonization was analyzed by IVIS imaging for luciferase activity.

### RNA isolation and qRT-PCR

RNA from sorted cells was isolated using the EZ-RNAII Kit (20-410-100, Biological Industries). RNA from in vitro experiments and from total lungs was isolated using the PureLink RNA Mini Kit (Invitrogen; 12183018 A). RNA samples were analyzed with NanoDrop 2000c Spectrophotometer. cDNA synthesis was conducted using qScript cDNA Syntesis Kit (Quanta, 95047-100). qRT-PCR were performed with PerfeCTa SYBR Green Fastmix ROX (Quanta, 95073-012). Expression results were normalized to Gusb, Gapdh, rsp23 flat2 or Ubc and to controls. RQ (2 − ΔΔCt) was calculated. Primers sequences used are detailed in Supplementary Table 1.

### Orthotopic tumors transplantations and adjuvant chemotherapy treatment

#### Early metastatic stage experiment

5 × 10^5^ 4T1 or EO771 cells were suspended in PBS and mixed 1:1 with Matrigel (BD Biosciences, 354230). 100 μl of cell mixture was injected into the fat-pad of the right inguinal mammary glands of 8 weeks old female BALB/c or C57BL/6 mice depended on the cell type. Tumors were resected 2 weeks following injection. 4 days after tumor removal, first dose of chemotherapy was injected; followed by a second dose 5 days later. Mice were euthanized 24 h after the 2nd dose.

#### Late metastatic stage experiment

2 × 10^5^ 4T1 cells, or 5 × 10^5^ EO771 cells were injected as above. Primary tumors were resected 3 weeks following injection. Chemotherapeutic treatment was administered as above. Lung metastases were monitored by CT imaging.

### Metastasis quantification

#### H&E quantification

Lung tissue sections were stained with H&E using Sakura Tissue-Tek Prisma (Department of Pathology, Tel Aviv Sourasky Medical Center). Quantification of lung metastatic load was performed by analyzing the number of metastatic lesions per section or by evaluating the metastatic area per section. At least three regions of each mouse were analyzed. Images were obtained at ×20 magnification using the Leica Aperio VERSA slide scanner and analyzed with the ImageScope software.

#### CT imaging quantification

Lung metastases were monitored by CT imaging starting 10 days after primary tumor removal. Metastasis quantification included counting the total number of metastases and measurement of metastatic area.

### Scratch assay

Normal lung fibroblasts (NLFs) were pre-conditioned with doxorubicin (1uM), cisplatin (5uM), or serum-free media (SFM) for 24 h. Treated NLFs were plated in a 96-well IncuCyte imageLock plate (Essen BioScience). A scratch was introduced using the IncuCyte WoundMaker (Essen Bioscience). Wells were washed with PBS and cytotoxic treatment or SFM were applied for 48 h in the IncuCyte system (Essen BioScience). Images were analyzed using the IncuCyte software.

### Collagen contraction assay

NLFs were pre-conditioned as above. 1.5 × 10^5^ fibroblasts were suspended in a mixture of SFM mixed with High Concentration Rat Tail Collagen, type 1 (BD Biosciences) and allowed to set at 37 °C for 45 min, followed by incubation for 24 h. Gels were imaged at endpoint and analyzed with ImageJ software to assess gel area.

### 4T1 killing assay

#### PI incorporation of dead cells

4T1 were plated in in a 96-well IncuCyte imageLock plate (Essen BioScience). Cells were starved overnight with SFM followed by incubation with Doxorubicin (5 μM), Cisplatin (5 μM) or SFM for 48 h. PI incorporation was analyzed with the IncuCyte system (Essen BioScience).

#### XTT assay

XTT assay (Biological Industries, 20-300-1000) was performed 24 and 48 h following incubation with cytotoxic drugs as above according to the manufacturer’s instructions.

### Lung fibroblast transcriptome analysis

#### RNA-seq

CD45^−^EpCAM^−^CD31^−^PDGFRα^+^ fibroblasts were isolated by cell sorting from early stage metastatic lungs of mice treated as described above. MARS-seq protocol was used to generate libraries^77^. MARS-seq libraries were sequenced using Illumina NovaSeq 6000. Sample barcodes were extracted from read 2 and concatenated to the fastq header of read 1. Reads were mapped to the Mus musculus genome (mm10) using STAR. Read counts per gene were calculated using HTSeq-count and a Refseq gtf file. 

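Many of the genes with the highest normalized counts lay on the other strand over the 3′ end of another gene. Syn3, which encodes a synaptic vesicle protein and spans Timp3 on chromosome 10 of mm10, was at 12281 ± 2764 (SD, n = 9 libraries), and Timp3, a matrix metalloproteinase inhibitor (86300372 to 86349506), at 36.0 ± 12.4. Polr2b, over the last 85 exonic bases of Igfbp7, was at 41572 ± 10592 and Igfbp7 itself (chromosome 5, 77349240 to 77408041) at 93.1 ± 24.8. Ccdc152 was at 16872 ± 3918 and its opposite-strand partner Selenop, a selenium carrier (chromosome 15, 3268547 to 3280508), at 28.8 ± 13.9, Lrrc61 at 20171 ± 3640 and Rarres2 (chromosome 6, 48569696 to 48572789) at 120 ± 43.7, and Gm45774 at 28362 ± 13432 and Mt2 (chromosome 8, 94172664 to 94173568) at 531 ± 262. These pairs were chosen after their values were seen. Of the 100 genes with the highest mean, 88 had exons over the last 500 exonic bases of a gene on the other strand, against 17.9% of the 17138 genes above 0 found in the GENCODE M21 annotation of this build, and genes of this kind held 80.1% of the summed values. Of 59 fibroblast and matrix genes of the lists 3 had an opposite-strand gene over their 3′ end.

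In the mitochondrial genome mt-Nd6, the only protein gene of the light strand, was at 285 to 859 in the 9 libraries. The 12 protein genes of the heavy strand summed to 39.1 to 95.8 in the same libraries, with a median of 0 to 3.50 per gene. Among the 2604 genes compared between DOX and PBS, 46.9% of those in the annotation lay over the 3′ end of an opposite-strand gene, and 51.6% of those with an unadjusted p under 0.05 in limma.

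**Figure D3:**
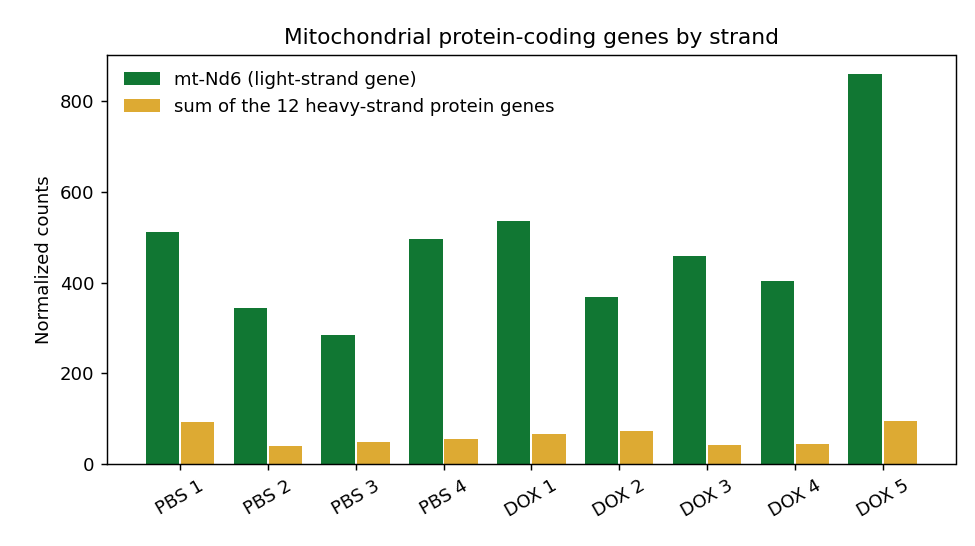
Normalized counts (y axis) in each of the 9 libraries of mt-Nd6, the light-strand protein gene (green), and of the 12 heavy-strand protein genes added together (yellow). The bar of mt-Nd6 is the taller in every library, at 285 in PBS replicate 3, the lowest, and 859 in DOX replicate 5, the highest.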

Gene set enrichment analysis was performed using the GSEA Java Desktop tool (v4.1.0). Normalized gene expression levels were enrolled into a pre-defined dataset of the complement pathway (REACTOME_COMPLEMENT_CASCADE, source R-HSA-166658) using the following parameters: 100 permutations, gene-set permutation, tTest statistical test was used.

#### nCounter gene expression profiling

Lung fibroblasts from early-stage metastatic lungs were sorted and RNA was isolated as described above and analyzed with nCounter Mouse Inflammation v2 Panel, providing gene expression analysis for 248 inflammation-related mouse genes (and 6 internal reference controls), (NanoString Technologies). Raw data were normalized to internal reference genes using the nSolver software, following the manufacturer’s instructions.

### Single cell RNA-seq analysis of public databases

ScRNA-seq data of human lung adenocarcinoma and lung stroma of mice with lung metastases were retrieved from Gene Expression Omnibus (GSE123902 and GSE149636, respectively). Seurat v2.3.4 was used under R v3.6.0 to filter cells by the number of genes expressed, the number of unique molecular identifiers and the percentage of mitochondrial genes expressed, cluster and visualize cells by similarity in gene expression and identify cluster markers. Briefly, Seurat objects were created and cells were removed from analysis if they had unique feature counts >4000 or <200, or if mitochondrial counts were >5%. Counts were normalized and scaled. Clustering and 2D projection by t-distributed Stochastic Neighbor Embedding (t-SNE) and Uniform Manifold Approximation and Projection (UMAP) were performed after dimensional reduction using the first 15–20 Principal Components (PCs). Plots were generated using the ggplot2 function.

Processed single-cell RNAseq data of lung adenocarcinoma and lung squamous cell carcinoma tumors were retrieved from ref. 78. GraphPad Prism software was used to generate heatmaps depicting expression of cluster-specific genes and complement-related genes.

### In vivo blockade of complement signaling

Mice were treated with doxorubicin alone as above, or with doxorubicin (5 mg/kg) supplemented with either C3aR (10 mg/kg per injection, SB 290157 (trifluoroacetate salt) - Cayman chemicals) or C5aR1 (1 mg/kg per injection, PMX53 - Calbiochem) antagonists. Two days following tumor resection, mice were injected intraperitoneally with either of the complement receptor antagonists, or with vehicle. Injections were performed every other day during the time-period between the first and second chemotherapy doses, for a total of four (for early metastatic stage) or five (for late metastatic stage) injections.

### Graphical illustrations

Graphical elements used to create experimental design schemes were created using BioRender.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism software. For two groups, statistical significance was calculated using t-test with Welch correction unless otherwise stated. For more than two comparisons, One-Way ANOVA with Tukey correction for multiple comparisons was applied unless otherwise stated. *P*-value of ≤0.05 was considered statistically significant unless otherwise stated. All experiments represent at least three biological repeats. Correlation analysis was performed using Pearson correlation, *p*-value of ≤0.05 was considered statistically significant. Outliers were identified and removed using Grubbs’ or ROUT method.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Publicly available scRNA-seq data of human lung adenocarcinoma and lung stroma of mice with lung metastases were retrieved from Gene Expression Omnibus: GSE123902; GSE149636; Nanostring nCounter data and RNAseq data in support of this study are deposited at the Gene Expression Omnibus (GEO) with accession numbers GSE207990 and GSE208289, respectively: The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

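The data are 9 bulk RNA-seq libraries of lung fibroblasts sorted from early-stage metastatic lungs of mice, 4 given PBS (the labels also write saline) and 5 given doxorubicin (DOX, 2 doses of 5 mg/kg, lungs taken 24 h after the last). Each library is labelled as a separate biological replicate, and the legend of Fig. 5 counts them as mice. No 2 libraries of a group were the same library deposited again, since chi-square tests of their recovered reads gave 8.51 to 26.6 per degree of freedom between PBS libraries and 11.4 to 41.4 between DOX libraries. Libraries were made by MARS-seq, a stranded 3′ tag method. The submitters' processing notes name STAR, HTSeq and mm10 without versions.

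The authors deposited a normalized signal per gene, 1 table per library with 55421 lines of 55302 gene symbols; 119 repeated symbols were summed here. The deposited signal is the read count per gene divided by a size factor of the library. In each library 100% of the values were whole multiples of 1 step at a tolerance of 1e-06. The reciprocals of the steps were the size factors of DESeq2's median-of-ratios method. Whole read counts were recovered from the deposited values in this way. Of the 17428 symbols above 0 in any library, 98.3% were found in the GENCODE M21 annotation, which gave coordinates, strands and transcript ends on mm10. Among the symbols 24 read as dates, and these were left as they stand. Read totals were 432322 to 1285816 per library. The sources used here do not say whether reads were collapsed by molecular tags, so that counting errors given here cover the counting of reads only.

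The test fixed before the data were examined was edgeR on counts. Because the values are normalized, the main test was instead limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(value + 1), over 2604 genes at 10 or more in at least 4 libraries, with Benjamini-Hochberg adjustment at 0.05. edgeR 4.0.16, DESeq2 1.42.0 and limma-voom were run on the recovered reads. No covariate or block entered the main test. GSEA followed Methods where these state a setting: the t statistic with GSEA's minimum SD of 0.2 of the mean, 100 gene-set permutations, a running sum with exponent 1, and the authors' normalized values on the linear scale, over all genes above 0. It was written anew in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6), and the complement list of 57 genes was written from pathway knowledge, not from the gene set file, which was not used here. The score per mouse is the mean log2(value + 1) of the tested complement genes, compared by an exact two-sided permutation test over all splits into 4 and 5.

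Gene lists were fixed before the data were examined, and 18 with at least 3 tested genes were compared by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, adjusted over the lists. Of these only the antioxidant list passed, and only with the preset correlation. The lists with fewer tested genes were the complement genes of the nCounter panel (2 of 9 tested, C1ra and C3), complement genes mainly of blood cells (0 of 12), complement regulators (2 of 12, Cd81 and Serping1), smooth muscle cells and pericytes (1 of 12, Tagln), mesothelial cells (0 of 10), endothelial cells (2 of 15, Calcrl and Egfl7), pan-immune (1 of 12, Cd74), granulocytes (1 of 14, Ly6g), monocytes and macrophages (1 of 16, Csf1r), lymphocytes (1 of 16, Cd3e) and red blood cells (0 of 7), and these were used as levels per library. The genes named in the text were taken by a rule: the sorting genes, the complement and chemoattractant genes the paper names, the 5 genes of lowest p in each direction since none passed, and in each list up to 4 genes of lowest p. This gave 89 genes, of which 75 were tested. Of these 1 gene is not reported here. Genes named outside the rule are said to be chosen after their values were seen.

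The limma and edgeR steps were tested on simulated counts with 200 genes changed by known folds, where limma recovered 8.14% of the 2-fold and 46.7% of the 4-fold changes among 2589 genes and edgeR 3.45% and 44.1% among 2784, with 0 false calls. Alternatives covered the normalization, filters, pseudocount, tests, library weights, each replicate left out, the replicate number as a block, a pan-immune covariate, and, for GSEA, the scale, ranking statistic, list and permutations. Other splits of the libraries into 4 and 5 were drawn 100 times with the real split among them.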

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

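The tests on PBS replicate 4, those of the size factors and of leaving libraries out for the antioxidant list, and the counts of other splits for single genes, the complement set, the number of lists and the lowest p of all lists were chosen only after the results were seen; the count of splits for the antioxidant list alone was set before.

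PBS replicate 4 lay far above the other 3 PBS libraries in the mean log2 value of granulocyte markers (4.82 against 0.58 to 0.90), pan-immune markers (4.26 against 0.53 to 0.74), epithelial markers (2.78 against 0.72 to 0.98) and endothelial markers (2.74 against 1.31 to 1.55). Depth alone is argued against, since DOX replicate 5, the deepest library, summed to 76.3 over the granulocyte markers where PBS replicate 4 summed to 1220. A lower share of fibroblasts that raises every other cell type alike is argued against as well, since endothelial markers summed to 1.56 to 3.68 times their level in the other 8 libraries (at most 5.88 times without Egfl7, their highest gene elsewhere) and granulocyte markers to 13.4 to 35.0 times, although epithelial markers, at 2.71 to 29.2 times, overlap both. RNA or cells of other lung cell types may be in this library, as 13 of the 14 granulocyte markers (92.9%, all but Ly6g) were highest there, S100a8 at 756 and S100a9 at 164, although the sort for cells without CD45 and EpCAM would remove them; no gene of this list stands in another list. No biological explanation was tested, since the design gives this mouse no condition of its own.

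The antioxidant response list, which the paper does not report on, was higher in DOX (camera, adjusted p = 0.00349, 8 of 8 genes; adjusted p = 0.316 with an estimated correlation and 0.173 by fry, whose p tests the list by itself). Only 1 of 100 splits of the libraries, the real one, gave this list a camera p as low as 0.000194, with 0.000447 the lowest of the others, but the list was picked as the lowest of 18, and 12 of 100 splits gave some list a p as low, the lowest other being 1.66e-05, so that chance cannot be excluded. Camera p values no higher than 0.00017 with 2 other scalings decide nothing on the authors' size factors, since such scalings move all genes of a library nearly alike and camera compares the list with the other genes. With PBS replicate 4 and DOX replicate 2 both left out, the mean log2 fold change of the 8 genes was 0.32 in place of 0.52 (62.0%), so that a part played by these libraries cannot be told apart from an effect of doxorubicin in the remaining 7. An effect of doxorubicin on these genes remains open and was not tested further.

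Among single genes 1 library stood far from the rest of its group in 13 cases, given here as log2(value + 1): Ccl2 in PBS replicate 2 (5.16), Lin37 in PBS replicate 3 (2.87) and DOX replicate 5 (3.68), Tk1 in DOX replicate 5 (1.02), Ccna2 in DOX replicate 4 (1.32), Mt1 in PBS replicate 1 (8.58), Cebpd and Zfp36 in DOX replicate 1 (7.89 and 6.27), Atp5b in DOX replicate 2 (0), and Dusp1, Dcn, Slc7a10 and Cd74 in PBS replicate 4 (2.74, 3.42, 6.64 and 6.80). With the marker lists, 17 of 178 groups had such a library, where chance gives about 8.9.

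Other splits cannot test the real count of 0 genes past the threshold from limma, which all 100 splits reach (at most 1 gene). Chance cannot be excluded for the other comparisons. At least the 162 genes at an unadjusted p under 0.05 came from 14 of 100 splits, the highest other count being 212. A normalized enrichment score of the complement set as high as the real 1.29 came from 18 of 100 splits, the highest other being 1.74, and a camera p of the set as low as the real 0.144 from 47, the lowest other being 5.4e-05. At least 1 list passed camera in 38 of 100 splits; the real number was 1 and the highest other 7.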

How the results depend on the processing

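The alternatives chosen after seeing the data were PBS replicate 4 and DOX replicate 2 both left out, other pseudocounts (except for the score) and TMM factors, edgeR with TMM, limma with library weights on the deposited values, limma-voom for the lists and the set test, the covariate and other filters for the set test, the total without CT010467.1, filters of 5 in 4 libraries, GSEA on tested genes only and 20 other random draws; the others were set before the data were examined. DESeq2's size factors, planned for the lists, the set test, the score and GSEA, are the scaling of the deposited values and gave no value of their own. The number of genes past the threshold was 0 in 25 of 26 alternatives and 3 with no filter. The GSEA score of the complement set was above 0 in all 42 alternatives, and its permutation p passed 0.05 in 3: on the log2 scale (1.46, p = 0.0182), with a paired limma statistic blocked on the replicate number over 8 libraries, DOX replicate 5 left out (1.51, p = 0.0196), and without PBS replicate 2, with 1.04 to 1.48 over the libraries left out in turn (p = 0.0476 to 0.412). The camera p of this set was 0.0289 with no filter, 0.0436 with the block, which also leaves out DOX replicate 5, and 0.0303 to 0.967 with a library left out, passing 0.05 without PBS replicate 2 (0.0303), PBS replicate 3 (0.0375) or DOX replicate 5 (0.0353); with an estimated correlation these were 0.0399 with no filter, 0.258 with the block and 0.241, 0.253 and 0.249 without these libraries, and none passed when adjusted over the lists (0.212 to 0.419 with the preset correlation); with PBS replicate 4 and DOX replicate 2 both left out the direction reversed (0.755), as did the score per mouse (-0.012), which with no filter was 0.22 (exact p = 0.0159). The number of lists past the threshold was 0 to 3 with a library left out (3 without PBS replicate 4, 0 without DOX replicate 2), 2 with the pan-immune covariate and 2 with both libraries left out. The adjusted p of the antioxidant list ran from 0.000712 to 0.853 over 21 alternatives; it missed 0.05 with no filter (0.853), with both libraries left out (0.134, where fry gave an adjusted p of 0.00344; fry gave 0.0462 with TMM factors) and in the range of 0.00111 to 0.0558 with 1 left out only without DOX replicate 2. The cause of these changes was not tested. Correlations were 0.02 to 0.07 between PBS and DOX libraries of the same replicate number and -0.08 to 0.04 between those of different numbers. These ranges overlap and do not settle whether the numbers pair the libraries. The block left 0 genes called. Of 1824 values of the 75 named genes tested, 121 in 30 genes had the other sign, none in a gene that passed the threshold; by a rule made after seeing them these count as moved, since 0 lay beyond 1 standard error on both sides. Gm17300 passed with no filter. Read totals limit what can be seen of genes under 10 normalized counts.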

Differences from the paper's values

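Alternatives described here as added were run only after the result was seen. The paper gives p < 0.022 for the GSEA of the complement cascade (Fig. 5c), and the permutation p computed here from the deposited values was 0.179. Of the 19 alternatives set before the data were examined, 2 lie within 1.5 times the paper's value: the log2 scale (0.0182) and genes ranked by a paired limma statistic with the replicate number as a block and DOX replicate 5 left out (0.0196). The other 17 do not, from 0.0476 without PBS replicate 2 to 0.412 without DOX replicate 2. With the 20 other random draws, added after seeing the values, the p was 0.0545 to 0.20. The complement list was written from pathway knowledge and not from the set file; without its genes mainly of blood cells the permutation p was 0.233. The paper's normalized enrichment score is 1.35, and the value here was 1.29, and 1.04 to 1.51 over the alternatives set before, none over 1.5 times apart from it. This closeness cannot tell whether the score was reproduced. A score as high as 1.29 came from 18 of 100 splits of the libraries, the real one included.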

Other observations

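GSEA of all lists and the strand comparisons with other cell types and with wrongly joined names were chosen only after results were seen; the tests of mt-Nd6 and of the correlation within opposite-strand pairs were set before theirs.

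Over all gene lists with 10 or more genes above 0, immediate early and heat shock genes were higher in DOX by GSEA (normalized enrichment score 1.98, permutation p adjusted over 21 lists = 0.0156), with the heat shock genes Hspa1a at 23.4 ± 14.3 (SD, n = 4) in PBS and 40.3 ± 13.7 (SD, n = 5) in DOX and the immediate early gene Egr1 at 68.6 ± 38.0 and 106 ± 32.8, while Junb was at 361 ± 22.4 and 256 ± 89.9. By limma's camera 14 of 17 genes of this list had a higher fitted mean and the list did not pass (adjusted p = 0.447; adjusted p = 0.898 with an estimated correlation), and without PBS replicate 4 the score was 1.35 (adjusted permutation p = 0.230). Pan-immune and granulocyte markers had scores of -1.90 and -1.92 (adjusted permutation p = 0.0288 each), which without PBS replicate 4 were 1.54 and 1.32 (adjusted permutation p = 0.138 and 0.256). Without that library collagens and matrix proteins had a score of -1.96 and epithelial markers one of 1.94 (adjusted permutation p = 0.0186 each), against -1.07 and 0.78 with all libraries (adjusted permutation p = 0.680 and 0.979). General and alveolar fibroblast markers then had scores of -1.82 and -1.90 (adjusted permutation p = 0.0496 each).

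The epithelial gene Sftpc, surfactant protein C, was at 210 in PBS replicate 4, 4.22 to 12.6 in the other PBS libraries and 13.0 to 85.2 in the DOX libraries. Of the 9 complement genes that the paper names from its nCounter panel, which used other libraries and another assay, C3 and C7 had a higher mean in DOX, C1s1, C2 and Hc a lower one, C1ra was at 23.1 in both groups, and C4a, C8a and C8b were at 0.

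A hypothesis from these values is that reads were counted on the strand opposite to their transcript, since MARS-seq keeps the strand. The light-strand gene mt-Nd6 was at least 8.37 times the highest heavy-strand protein gene of the mitochondrion in every library, where counting on the transcript's strand would leave it the lower, and this fits the hypothesis. Gene names joined to wrong lines are argued against, since genes with exons over those of an opposite-strand gene were 2.65 times as frequent among the 100 highest genes as among all, and so are cells of another type in place of fibroblasts, since the median of the fibroblast list exceeded those of the 9 lists of other cell types in every library, by a factor of at least 1.54. Reads of 1 transcript divided between both strands remain open beside it, as the median correlation within 358 pairs of a gene and the gene over its 3′ end was 0.107, against a 95th percentile of 0.051 in 1000 random re-pairings. If the counts are of the opposite strand, the value of a gene may leave out most reads of its own transcript. This applies to C3 and the other complement genes, the antioxidant genes, the inflammatory and fibrosis genes of Fig. 1b and the genes of the sorting gate. Counting on the transcript's strand is argued against, since mt-Nd6 was at 285 to 859 and the heavy-strand protein genes together at 39.1 to 95.8. Exons over the last 500 exonic bases of an opposite-strand gene were found in 88 of the 100 highest genes, against 17.9% of all. Genes of this kind held 80.1% of the summed values. The deposited values alone do not settle whether all reads or only a part were counted on the opposite strand.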
